# Cardiac Piezo1 Exacerbates Lethal Ventricular Arrhythmogenesis by Linking Mechanical Stress with Ca^2+^ Handling After Myocardial Infarction

**DOI:** 10.34133/research.0165

**Published:** 2023-06-09

**Authors:** Sheng-an Su, Yuhao Zhang, Wudi Li, Yutao Xi, Yunrui Lu, Jian Shen, Yuankun Ma, Yaping Wang, Yimin Shen, Lan Xie, Hong Ma, Yao Xie, Meixiang Xiang

## Abstract

Ventricular arrhythmogenesis is a key cause of sudden cardiac death following myocardial infarction (MI). Accumulating data show that ischemia, sympathetic activation, and inflammation contribute to arrhythmogenesis. However, the role and mechanisms of abnormal mechanical stress in ventricular arrhythmia following MI remain undefined. We aimed to examine the impact of increased mechanical stress and identify the role of the key sensor Piezo1 in ventricular arrhythmogenesis in MI. Concomitant with increased ventricular pressure, Piezo1, as a newly recognized mechano-sensitive cation channel, was the most up-regulated mechanosensor in the myocardium of patients with advanced heart failure. Piezo1 was mainly located at the intercalated discs and T-tubules of cardiomyocytes, which are responsible for intracellular calcium homeostasis and intercellular communication. Cardiomyocyte-conditional Piezo1 knockout mice (Piezo1*^Cko^*) exhibited preserved cardiac function after MI. Piezo1*^Cko^* mice also displayed a dramatically decreased mortality in response to the programmed electrical stimulation after MI with a markedly reduced incidence of ventricular tachycardia. In contrast, activation of Piezo1 in mouse myocardium increased the electrical instability as indicated by prolonged QT interval and sagging ST segment. Mechanistically, Piezo1 impaired intracellular calcium cycling dynamics by mediating the intracellular Ca^2+^ overload and increasing the activation of Ca^2+^-modulated signaling, CaMKII, and calpain, which led to the enhancement of phosphorylation of RyR2 and further increment of Ca^2+^ leaking, finally provoking cardiac arrhythmias. Furthermore, in human induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CMs), Piezo1 activation remarkably triggered cellular arrhythmogenic remodeling by significantly shortening the duration of the action potential, inducing early afterdepolarization, and enhancing triggered activity.This study uncovered a proarrhythmic role of Piezo1 during cardiac remodeling, which is achieved by regulating Ca^2+^ handling, implying a promising therapeutic target in sudden cardiac death and heart failure.

## Introduction

Despite the improved prognosis of cardiovascular diseases, the prevalence of sudden cardiac death (SCD) keeps rising. Coronary artery disease often leads to cardiac structural and electrical remodeling due to myocardial ischemia or infarction. Such extensive cardiac remodeling eventually precipitates pump failure and fatal ventricular arrhythmias. In the setting of myocardial infarction (MI), the structural and electrical remodeling initially helps in compensating cardiac performance. But over time, the persistent ischemia gradually elevated sympathetic tone, and ongoing inflammation caused progressive ventricular enlargement and fibrosis, leading to adverse alteration of cardiac mechanical properties including elevated end-diastolic pressure and so on [1]. Although it has been noted that increased ventricular pressure results in the appearance of early afterdepolarization (EAD) and potential electrical instability for decades [2], the direct linkage between mechanical stress and arrhythmia formation is still lacking. Meanwhile, ion channel-mediated electrical remodeling, including action potential and intracellular calcium cycling, contributes to ventricular arrhythmogenesis [3]. Thus, there has been a growing interest in mechano-modulated ion channel remodeling as a therapeutic target for MI with implications of heart failure and SCD.

The recently discovered protein Piezo1 is a mechanosensitive cation channel. It appears like a triskelion with an ionic pore in the middle, displaying nonselective cation permeability with a greater preference to Ca^2+^. It serves as a sensor to transduce mechanical forces into physiological effects via transmembrane Ca^2+^ flux [4,5]. The cardiovascular relevance of Piezo1 initially rises to prominence in endothelial responses to mechanical stress, with studies illustrating that endothelium–Piezo1 plays critical roles in vascular maturation [6,7] and blood pressure modulation [8,9]. Besides, the importance of smooth muscle Piezo1 in vascular remodeling is elegantly demonstrated. Piezo1 opening in smooth muscle cells leads to a rise in cytosolic Ca^2+^ and further activation of transglutaminases, showing a trophic effect on resistance arteries in hypertension [10]. Moreover, the expression of Piezo1 is not restricted to endothelial cells and smooth muscle cells. It has also been implicated in the mechanosensing of cardiac fibroblasts [11], cardiomyocytes [12,13], and inflammatory cells [14,15]. Recently, we and Xiao group have demonstrated that cardiac Piezo1 functions as a key component of mechanosensing machinery in regulating heart maturation and pathological hypertrophy [12,13]. Activated Piezo1 channel by mechanical stretching generates extracellular Ca^2+^ influx and provokes mechano-chemo-transduction including calcineurin/calpain and reactive oxygen species (ROS) pathway, which eventually leads to cardiomyopathy and heart failure. It may provide a novel promising therapeutic target for heart diseases.

Given the association between mechanical pressure and cardiac electrical instability, we hypothesize that Piezo1 may mediate mechanical stretch-induced arrhythmogenesis and adverse cardiovascular events following MI. Here, we investigate the relationship between Piezo1 expression and human heart dysfunction. By applying mouse genetics and pharmacological intervention, we aim to demonstrate the function of Piezo1 in cardiomyocytes after MI and explore its role in cardiac remodeling after myocardial injury.

## Results

### Piezo1 is up-regulated in human failing hearts

Although Piezo1 is widely considered to be expressed in the cardiovascular system, its distribution among different cell types in the heart remains elusive. By re-analyzing the single-cell sequence data of the normal human adult heart [Gene Expression Omnibus (GEO) accession no: GSE109816] [16], we discovered that cardiomyocytes accounted for 38.2% of Piezo1^+^ cells in the human heart, one of the most abundant sources. The remaining Piezo1^+^ cells were distributed in endothelial cells (42.1%), fibroblasts (8.8%), smooth muscle cells (7.7%), and macrophages (2.2%) (Fig. 1A). In the human diseased hearts, the RNA-sequencing data from human failing hearts with dilated cardiomyopathy (DCM) (GEO accession no: GSE29819) showed that the mRNA level of Piezo1 was up-regulated in the failing heart, while Piezo2 expression and other key ion channels remained unchanged (Fig. 1B and Fig. S1A). To further validate these findings, we used immunohistochemical staining (Fig. 1C and D) and Western blotting (Fig. 1E and F) to confirm that Piezo1 was significantly increased in the myocardium of patients with advanced heart failure of DCM.

**Fig. 1.**
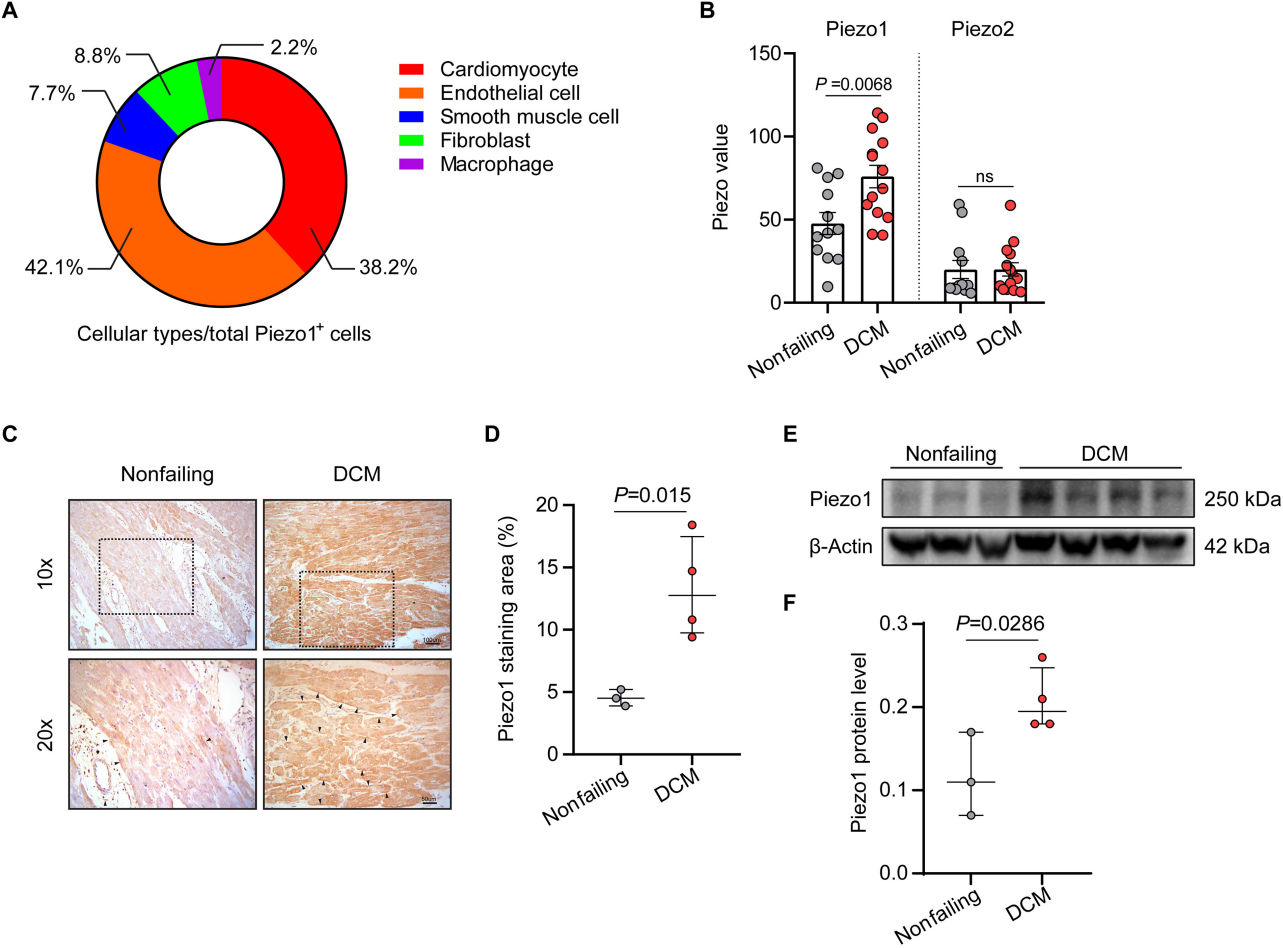
Piezo1 is up-regulated in human failing hearts. (A) Pie chart illustrating the ratio of cellular types in total Piezo1^+^ cells in heart by re-analyzing the human single-cell sequencing data from GSE109816. (B) Quantified value of Piezo1 and Piezo2 RNA expression in nonfailing human hearts and hearts from patients with DCM according to the RNA-sequencing data from GSE29819. (C) Representative images of immunohistochemical staining of Piezo1 in the anterior wall of the left ventricle from a nonfailing heart and a heart from a patient with DCM; black arrows indicate Piezo1 immunopositive areas; scale bars represent 100 and 50 μm, respectively. (D) Piezo1 staining area/total area was calculated. (E) Piezo1 expression in the left anterior wall from nonfailing hearts (*n* = 3) and hearts from patients with DCM (*n* = 4) was detected via Western blotting, with β-actin used as a loading control. (F) Piezo1 protein expression was quantified according to the immunoblot.

### Cardiomyocyte-specific deficiency of Piezo1 improves cardiac function after MI in mice

Cardiomyocytes are intertwined by intercalated discs and contract in synchronism to meet circulatory demands. Impairment of cell–cell interaction induces cardiomyopathy and pump failure [17]. Interestingly, we found that Piezo1 is mainly located at the intercalated discs and T-tubules by immunofluorescence staining (Fig. 2A), implying a potential role in regulating ventricular function. In the setting of the mouse MI model, Piezo1 expression decreased on day 3 after MI but gradually rose from 7 to 28 days after MI (Fig. 2B and C). To explore the contribution of cardiomyocyte Piezo1 during cardiac remodeling after MI, we crossed Piezo1*^fl/fl^* mice to Myh6-MerCreMer transgenic mice, generating cardiomyocyte conditional Piezo1 knockout mice (Piezo1*^Cko^*). Littermates not carrying the *Myh6-Cre* transgene (Piezo1*^fl/fl^*) served as controls. The deletion efficiency was confirmed in isolated adult cardiomyocytes (Fig. S1B). The basic cardiac function between the 2 groups showed no significant difference (Table S2). Assessed by echocardiography, cardiac Piezo1 deletion showed a protective role on cardiac function as evidenced by the slight decrease of ejection fraction (EF) from 36.43% ± 4.44% to 31.31% ± 5.73% between the 3rd day to the 6th week after MI, while EF prominently declined from 33.04% ± 2.69% to 18.64% ± 2.73% in the Piezo1*^fl/fl^* group (Fig. 2D and E and Table S3). In accompany with the alteration of EF, the fractional shortening (FS) was significantly maintained in the Piezo1*^Cko^* group, while it was obviously declined in the Piezo1*^fl/fl^* group (Fig. 2F). Notably, the interventricular septal thickness at diastole (IVS d) was preserved in the Piezo1*^Cko^* group but reduced in the Piezo1*^fl/fl^* group (Fig. 2G), while the thickness of the left ventricular posterior wall (LVPW d) was comparable between the 2 groups (Fig. 2H). Eventually, within prolonged time, the Piezo1*^fl/fl^* mice exhibited enlarged left ventricular volume at diastole (LV Vol d) and left ventricular internal diameter (LVID d) after MI (Fig. 2I and J). However, the left ventricular mass (LV Mass) was comparable between Piezo1*^Cko^* and Piezo1*^fl/fl^* mice subjected to infarction (Fig. 2K).

**Fig. 2.**
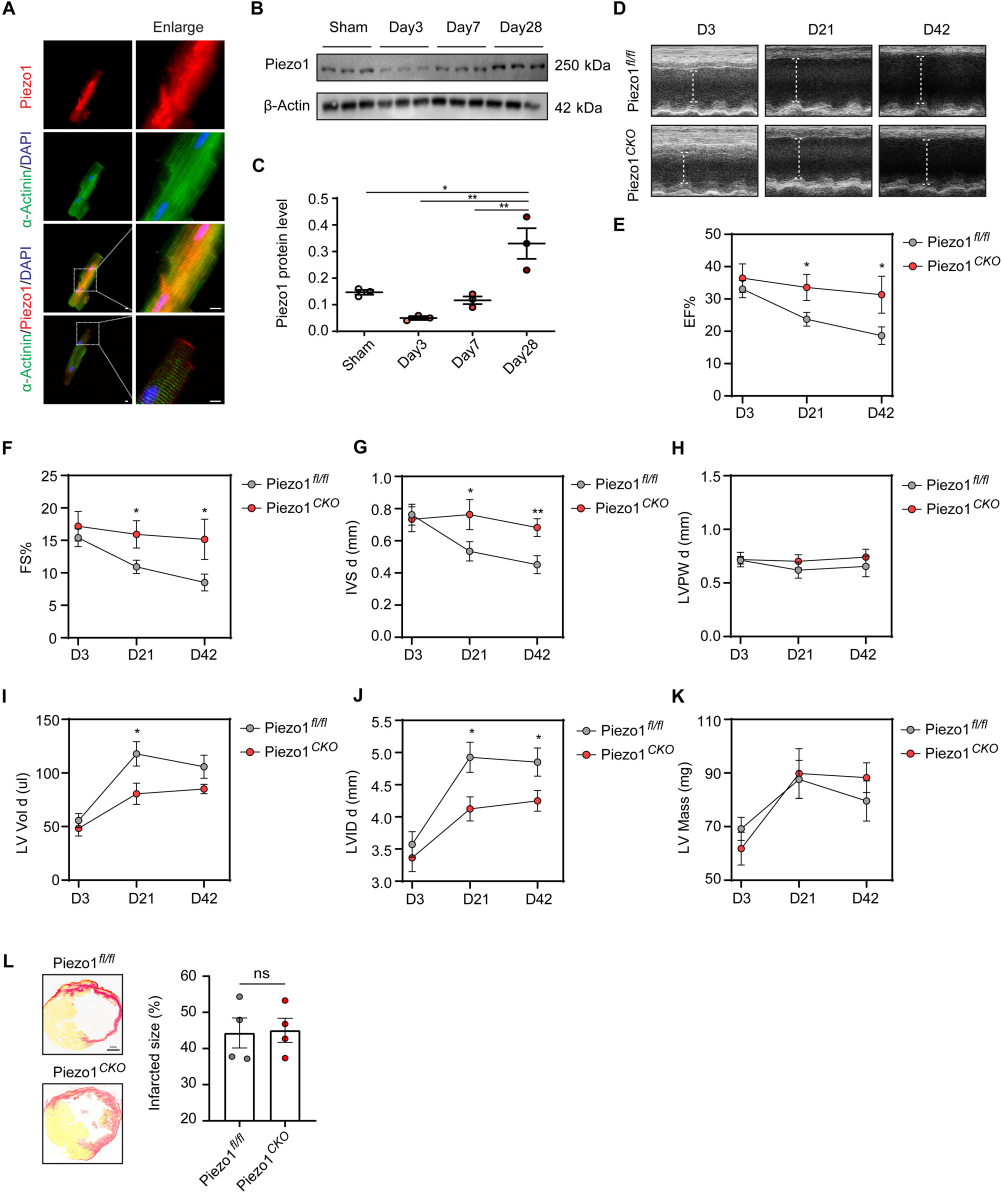
Cardiomyocyte deficiency of Piezo1 improves cardiac function after MI in mice. (A) Representative images of immunofluorescence costaining of Piezo1 (in red) and α-actinin (in green) in the isolated adult mouse cardiomyocyte; scale bar represents 5 μm. (B) Piezo1 expression in the border and infarct zone of myocardium after MI was detected via Western blotting, with β-actin used as a loading control. (C) Piezo1 protein expression was quantified according to the immunoblot. (D) Representative M-mode echocardiographic images of Piezo1*^fl/fl^* and Piezo1*^Cko^* mice at days 3, 21, and 42 after MI, respectively. (E) Left ventricular EF from the echocardiographic data from day 3 to day 42 after MI. (F to H) Left ventricular FS, the interventricular septal thickness at diastole (IVS d), and the thickness of left ventricular posterior wall at diastole (LVPW d) from the echocardiographic data from day 3 to day 42 after MI. (I to K) Left ventricular volume at diastole (LV Vol d), left ventricular internal diameter at diastole (LVID d), and left ventricular mass (LV Mass) from the echocardiographic data from day 3 to day 42 after MI. *n* = 10 for the Piezo1*^fl/fl^* group and *n* = 8 for the Piezo1 Cko group. (L) Representative images of Sirius red staining and quantified infarcted size of Piezo1*^fl/fl^* and Piezo1*^Cko^* mice at day 42 after MI; scale bar represents 1 mm. *n* = 4 for each group. *P < 0.05, **P < 0.01.

Fibrosis distorts the myocardial architecture by depositing excessive extracellular matrix (ECM) and exacerbates cardiac dysfunction following MI. To assess the extent of fibrosis after Piezo1 knockout, Sirius red staining was used. It was notable that the area of fibrotic scarring did not differ between the Piezo1*^fl/fl^* group and the Piezo1*^Cko^* group (Fig. 2L). Meanwhile, the mRNA expression levels of fibrotic genes, including *MMP9*, *ACTA2*, and *TGFBR2*, were comparable between the 2 groups (Fig. S2A to C).

### Piezo1 regulates cardiomyocyte Ca^2+^ handling in mice

Given that cardiac deletion of Piezo1 significantly preserved cardiac function without affecting ECM deposition after MI as shown above, we sought to examine whether Piezo1 deletion reserves myocyte contractility. First, the expression level of sarcoplasmic reticulum (SR) Ca^2+^-adenosine triphosphatase (ATPase) 2 (SERCA2) responsible for myocyte contraction was investigated. In accordance with the preserved cardiac function, the SERCA2 expression was dramatically retained in Piezo1*^Cko^* mice at week 6 after MI (Fig. 3A and B). SERCA2-mediated SR Ca^2+^ uptake is critical in regulating the excitation–contraction coupling of cardiomyocytes [18]. To further explore whether Piezo1 activation affects this process, the Ca^2+^ transient was assessed. At the myocyte level, basal Ca^2+^ transient amplitude and time constant of intracellular Ca^2+^ concentration decline (Tau), indicators of SR Ca^2+^-ATPase function, SR Ca^2+^ content, and Na^+^/Ca^2+^ exchange function, were not significantly altered between Piezo1*^Cko^* and Piezo1*^fl/fl^* groups. However, activation of Piezo1 by its agonist Yoda1 exhibited an obvious elevation of Ca^2+^ transient amplitude and a faster decline of intracellular Ca^2+^ concentration, which was highly suppressed in the Piezo1*^Cko^* mice (Fig. 3C to E). As well as Yoda1, another novel agonist of Piezo1, Jedi1 [19] exhibited a moderate elevation of Ca^2+^ transient amplitude. Furthermore, Yoda1-induced increment of intracellular Ca^2+^ could be blocked by the Yoda1 analog Dooku1 or the Piezo1 inhibitor GsMTx4 (Fig. 3F to H).

**Fig. 3.**
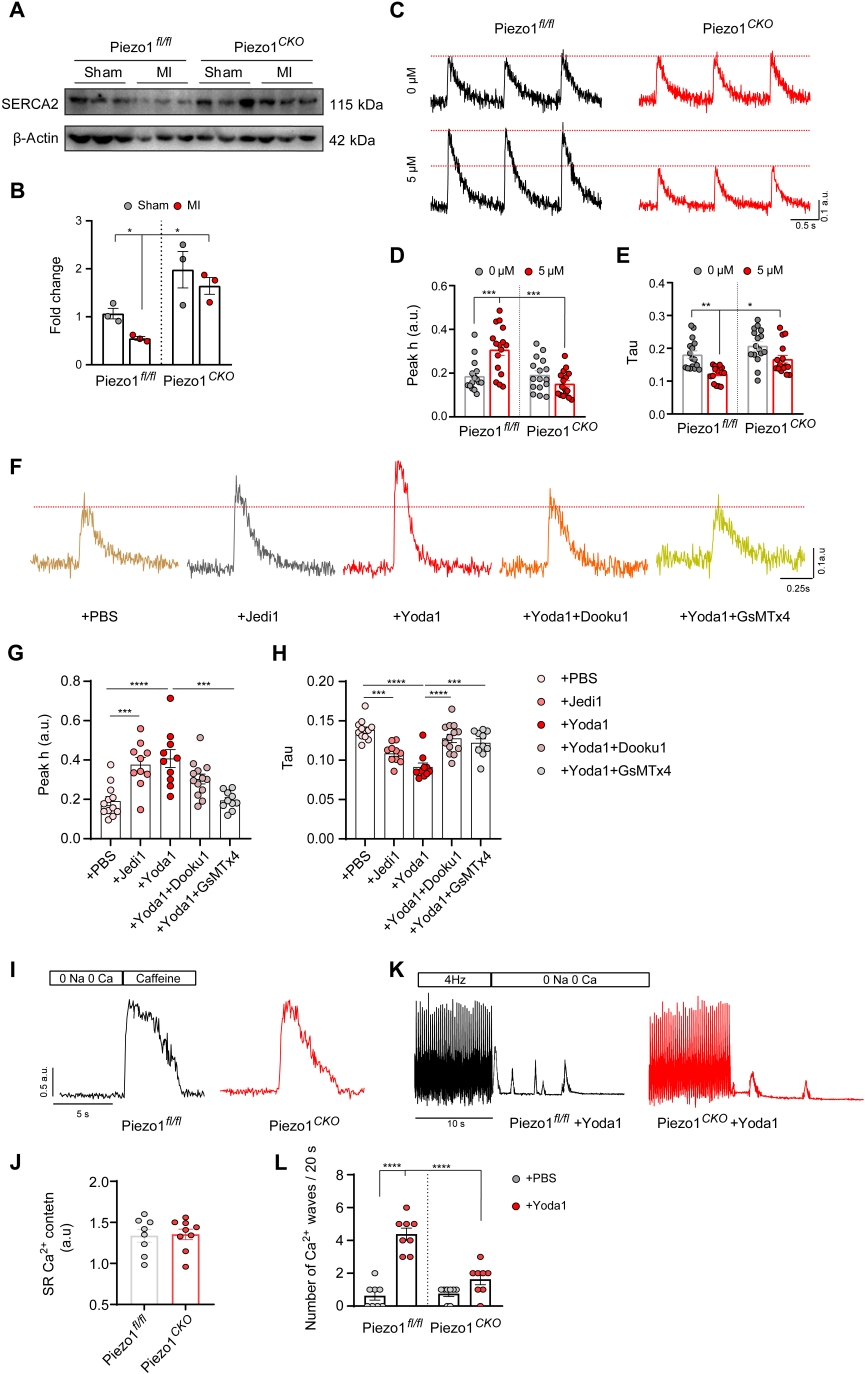
Cardiomyocyte Piezo1 regulates Ca^2+^ transient in mice. (A) SERCA2 expression in the myocardium from Piezo1*^fl/fl^* and Piezo1*^Cko^* mice at day 42 after MI. (B) Quantified result of SERCA2 protein expression according to the immunoblots. (C) Representative Ca^2+^ transient traces from Piezo1*^fl/fl^* and Piezo1*^Cko^* cardiomyocytes in the absence/presence of Yoda1 (5 μM) stimulation; scale bar in horizontal represents 0.5 s and that in vertical represents 0.1 a.u. (arbitrary unit). (D and E) Quantified height from baseline to peak (peak h) and time constant of intracellular Ca^2+^ concentration decline (Tau) according to the Ca^2+^ transient traces (*n* = 16 cells from Piezo1*^fl/fl^* and Piezo1*^Cko^* mice). (F) Representative Ca^2+^ transient traces from adult mouse cardiomyocyte under the stimulation of Jedi1 (500 μM), Yoda1 (5 μM), Yoda1 (5 μM) + Dooku1 (20 μM), and Yoda1 (5 μM) + GsMTx4 (2.5 μM) stimulation; scale bar in horizontal represents 0.25 s and that in vertical represents 0.1 a.u. (G and H) Quantified height from baseline to peak (peak h) and time constant of intracellular Ca^2+^ concentration decline (Tau) according to the Ca^2+^ transient traces (*n* = 12 cells from PBS group; *n* = 10 cells from Jedi1 group, Yoda1 group, and Yoda1 + GsMTx4 group; *n* = 13 cells from Yoda1 + Dooku1 group). (I) Representative traces of calcium signaling from cardiomyocytes paced at 1 Hz and the following caffeine (10 mM) superfusion. (J) Quantified SR Ca^2+^ content (*n* = 8 cells from Piezo1*^fl/fl^* mice and *n* = 9 cells from Piezo1*^Cko^* mice). (K) Representative traces of spontaneous Ca^2+^ release. (L) Number of Ca^2+^ waves in 20 s (*n* = 8 cells from Piezo1*^fl/fl^* mice and Piezo1*^Cko^* mice). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

To comprehensively understand the role of Piezo1 in regulating calcium handling in cardiomyocytes, we measured the intra-SR Ca^2+^ content following the train of stimulation of calcium transient. After reaching 1 Hz, the SR Ca^2+^ stores were opened with a rapid application of caffeine (10 mM). The total SR Ca^2+^ content was comparable between Piezo1*^Cko^* and Piezo1*^fl/fl^* cardiomyocytes (Fig. 3I and J).

It has been described that the hypersensitive and “leaky” ryanodine receptor (RyR2) could generate spontaneous Ca^2+^ release [20]. To assess this feature, we used a protocol as previously described [21]. Briefly, after a train of stimuli, pacing is stopped, and the bath medium is rapidly changed for a solution without Na^+^ and Ca^2+^ (0 Na–0 Ca) to rule out the influences of sarcolemmal channels (Na^+^ current, Ca^2+^ current) and the sodium/calcium exchanger. Thus, the Ca^2+^ release evoked is the consequence of activated RyR2 channels in diastole. Spontaneous Ca^2+^ release events were observed in both Piezo1*^Cko^* and Piezo1*^fl/fl^* cardiomyocytes. However, the number of waves witnessed was significantly higher in the Piezo1*^fl/fl^* group pretreated with Yoda1 compared with the Piezo1*^Cko^* group (Fig. 3K and L).

### Cardiomyocyte deficiency of Piezo1 ameliorates ventricular electrical instability after MI in mice

Notably, the survival rate was significantly decreased to 73.33% in the Piezo1*^fl/fl^* mice within 1 week and continuously dropped to 66.67% up to 6 weeks (die/total 5/15), while the Piezo1*^Cko^* mice mostly survived throughout the observation (die/total 1/13) (Fig. 4A). Malignant arrhythmia is a key primary cause of death in mice subjected to MI [22]. To further examine whether Piezo1 was involved in electrical instability after MI, programmed electrical stimulation (PES) was utilized. PES induces sustained ventricular tachycardia (VT), which can be aggravated by isoproterenol (ISO) injection. The survival rate was only 16.67% in Piezo1*^fl/fl^* mice with MI when subjected to PES (Fig. 4B and C). Interestingly, Piezo1*^Cko^* mice with MI showed high resistance to PES (Fig. 4B and C). Furthermore, ISO greatly increased the incidence and duration of sustained VT and arrhythmia score in Piezo1*^fl/fl^* mice with MI (Fig. 4D to F). Piezo1*^Cko^* and Piezo1*^fl/fl^* mice did not exhibit differences in heart rate, electrocardiogram (ECG) parameters, at baseline, or in response to ISO after MI modeling (Table S4). Besides, direct activation of Piezo1 by its specific agonist Yoda1 through intramyocardial injection led to a typical fishhook-like depression in the ST-T segment in mouse ECG (Fig. 4G), suggesting abnormalities in repolarization. The QRS and QT intervals were also obviously prolonged in the group under Yoda1 stimulation (QRS: Yoda1 30.53 ± 0.63 ms vs. PBS 23.52 ± 1.01 ms, QT: Yoda1 72.88 ± 1.77 ms vs. PBS 53.16 ± 3.38 ms) (Fig. 4H and I), suggesting that Piezo1 activation was attributed to the electrical instability of the heart.

**Fig. 4.**
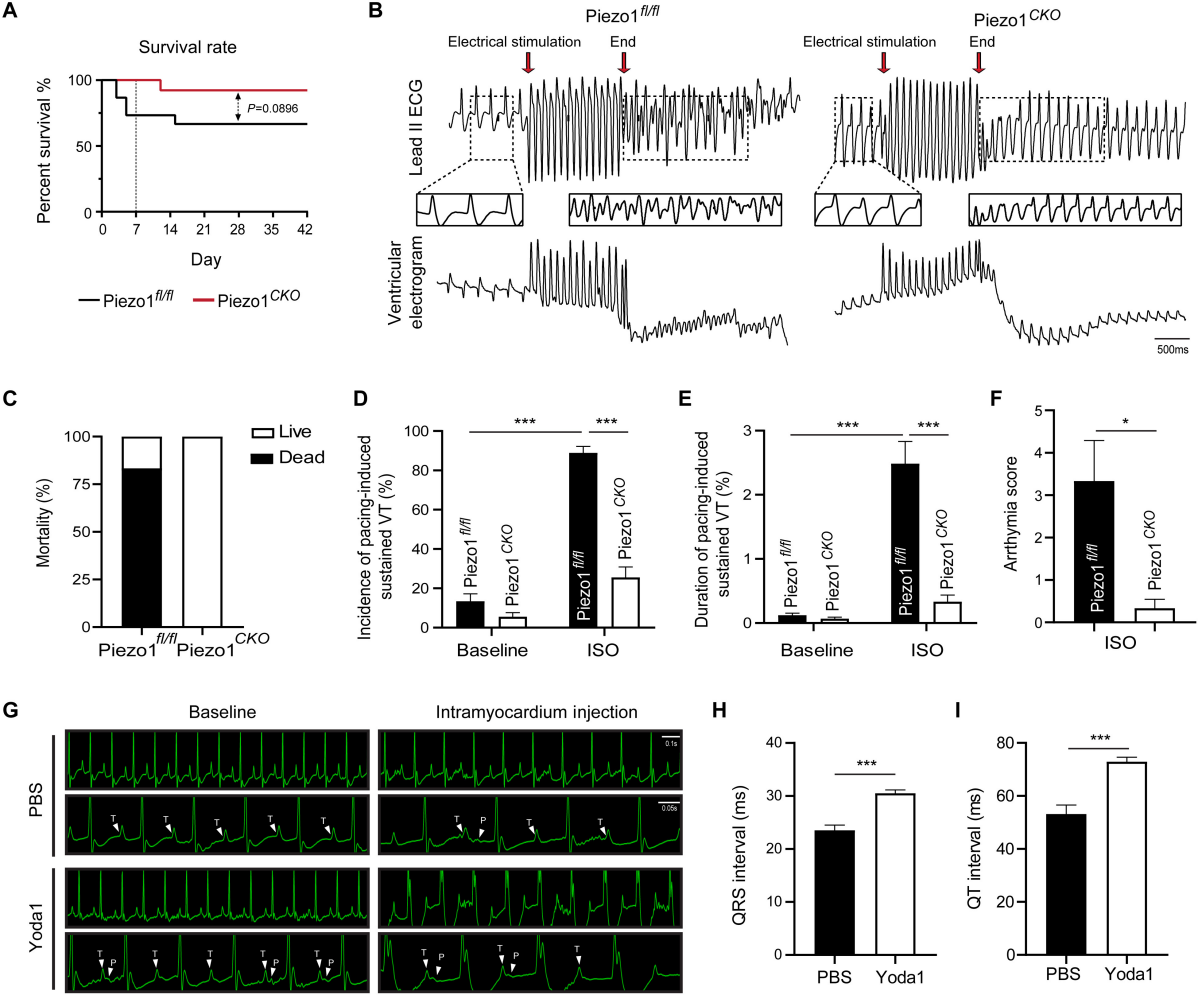
Piezo1 attributes to ventricular electrical instability after MI in mice. (A) Kaplan–Meier curve showing the survival rate between Piezo1*^fl/fl^* (*n* = 15) and Piezo1*^Cko^* (*n* = 13) groups, which were monitored daily until day 42 after MI. (B) Representative lead II and ventricular electrograms of Piezo1*^fl/fl^* and Piezo1*^Cko^* mice undergoing PES at day 42 after MI; red arrow points at the beginning of the programmed electric pulse; scale bar represents 500 ms. (C) Induced mortality of Piezo1*^fl/fl^* and Piezo1*^Cko^* mice after PES after MI. (D and E) Incidence and duration of pacing-induced sustained VT between Piezo1*^fl/fl^* and Piezo1*^Cko^* mice in the absence/presence of isoprenaline (ISO) stimulation after MI. (F) Quantified arrhythmia score of Piezo1*^fl/fl^* and Piezo1*^Cko^* mice in the presence of ISO stimulation after MI; *n* = 6 for each group. (G) Representative lead II electrograms of mice with direct myocardium injection of PBS or Yoda1 (5 μM); white arrows indicated T and p waves; scale bars represent 0.1 and 0.05 s. (H and I) Quantified QRS and QT intervals from PBS and Yoda1 stimulation groups; *n* = 5 for each group. *P < 0.05, ***P < 0.001.

### Piezo1 regulates Ca^2+^ signaling and alters action potential in mouse cardiomyocytes

To profile the proteomes of Piezo1*^fl/fl^* and Piezo1*^Cko^* hearts after MI, mass spectrometry was applied to detect the heart tissue at week 6 after MI. Overall, proteins enriched in mitochondrial translation, adenosine triphosphate (ATP) binding, and oxidoreductase were up-regulated, while proteins enriched in metal ion binding, especially calcium binding, were down-regulated after Piezo1 deletion (Fig. 5A and B). At the myocyte level, currents of sodium, calcium, and potassium channels underlying the ventricular action potential were the molecular mechanisms of arrhythmogenesis (Fig. 5C). However, Piezo1 deletion did not alter the expression of key ion channels in action potential generation and gap junction, including Nav1.5 (SCN5A), Cav1.2 (CACNA1C), Kir6.2 (KCNJ11), Kv7.1(KCNQ1), and connexin43 (GJA1) (Fig. 5D and Fig. S3A to D), but affected the sensitization of the ryanodine receptor (RyR2), which may result in arrhythmias [23]. Phosphorylation of RyR2 at Ser^2814^ [site for calcium/calmodulin-dependent protein kinase II (CaMKII) activation] triggers the increased diastolic SR Ca^2+^ leak and provokes cardiac arrhythmias [24]. In Piezo1*^fl/fl^* mice, the phosphorylated level of RyR2 at Ser^2814^ was enhanced after MI, while it was significantly inhibited in Piezo1*^Cko^* mice (Fig. 5E). Consistently, Ca^2+^-dependent regulators/kinases such as calpain7 (CAPN7) and calcium/calmodulin-dependent protein kinases (CaMKs) were significantly decreased in Piezo1*^Cko^* hearts, while several critical proteins against apoptosis and oxidative stress like Fas apoptotic inhibitory molecule (FAIM) and mitogen-activated protein kinase 12 (MAPK12) were elevated (Fig. 5F), suggesting that Ca^2+^-modulated signaling was suppressed after Piezo1 deletion. By applying the neonatal rat cardiomyocytes, we confirmed that Piezo1 activation by Yoda1 could enhance the activity of CaMKII and calpain in a dose-dependent manner (Fig. S4A and B). Moreover, we found that the action potential of mouse cardiomyocytes was dramatically shortened within Yoda1 stimulation, while it was blocked after KN93 (CaMKII inhibitor) incubation (Fig. 5G).

**Fig. 5.**
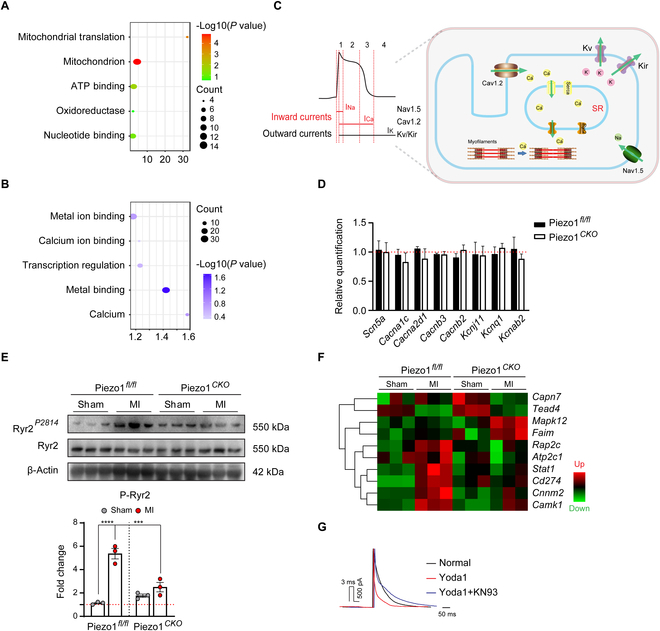
Piezo1 regulates Ca^2+^-modulated signaling and alters action potential in mouse cardiomyocytes. (A and B) Gene Ontology (GO) annotation of the differentially expressed proteins in myocardium from Piezo1*^fl/fl^* and Piezo1*^Cko^* mice at day 42 after MI, which were screened by mass spectrometry. (C) Graph abstract of the primary ion channels involved in action potential formation. (D) Quantified results of the alterations in the primary ion channels in myocardium from Piezo1*^fl/fl^* and Piezo1*^Cko^* mice at day 42 after MI, which were screened by mass spectrometry. (E) Phosphorylated RyR2 expression in myocardium from Piezo1*^fl/fl^* and Piezo1*^Cko^* mice at day 42 after MI (*n* = 3 for each group), and quantified results according to the immunoblots. (F) Heatmap of the alterations in Ca^2+^-related/modulated molecules in myocardium from Piezo1*^fl/fl^* and Piezo1*^Cko^* mice at day 42 after MI, which were screened by mass spectrometry. (G) Representative traces of action potential of isolated adult mouse cardiomyocytes under Yoda1 stimulation (5 μM) and/or CaMKII inhibitor KN93 (2 μM); *n* = 5 cells for each group. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Capn7, calpain 7; Tead4, tea domain transcription factor 4; *Mapk12*, mitogen-activated protein kinase 12; *Faim*, Fas apoptotic inhibitory molecule; *Rap2c*, Rap2c, member of Ras oncogene family; *Atp2c1*, ATPase secretory pathway Ca^2+^ transporting 1; *Stat1*, signal transducer and activator of transcription 1; *Cd274*, CD274 molecule; *Cnnm2*, cyclin and CBS domain divalent metal cation transport mediator 2; *Camk1*, calcium/calmodulin-dependent protein kinase I.

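Poly(A) RNA from 8 libraries of mouse myocardium was sequenced, 2 libraries in each of 4 groups labelled fl/fl-Sham, CKO-Sham, fl/fl-MI and CKO-MI. CKO stands for Piezo1* Cko* mice, which carry a tamoxifen-inducible Cre recombinase under the Myh6 promoter, and fl/fl for littermates without this transgene. The MI hearts were taken at day 42 after MI. For each gene the authors deposited a whole-number count and an FPKM value, which scales the count to gene length and library size. The counts summed to between 73821747 and 88117573 per library, with a median of 75042508. Low counts pile up at multiples of 4, and at 4 counts per read pair these sums would stand for 18455437 to 22029393 read pairs. Mitochondrially encoded genes took 43.1% to 46.4% of the counts in the sham libraries and 19.9% to 24.2% in the MI libraries. The 14028 genes with a mean FPKM of at least 0.5 were compared between groups with edgeR's quasi-likelihood test on TMM-normalized counts, with all 8 libraries in the fit. Differentially expressed genes were called at an unadjusted p under 0.05 and a change of at least 2-fold, the limits drawn in Fig. 6B, because the paper's text names no test for the RNA sequencing. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot give a p below 0.33.
Piezo1 (ENSMUSG00000014444, chromosome 8 of GRCm38 from 122481698 to 122551329) is the targeted gene. Its counts scaled to normalized library size (CPM) were 72.2 and 82.0 in the libraries labelled fl/fl-Sham and 76.7 and 88.3 in those labelled CKO-Sham. After MI they were 53.5 and 64.8 in the libraries labelled fl/fl-MI and 56.3 and 64.6 in those labelled CKO-MI. The log2 fold change of CKO-MI against fl/fl-MI was 0.03 (standard error 0.16, adjusted p = 0.972 in edgeR with Benjamini-Hochberg adjustment), and that of CKO-Sham against fl/fl-Sham was 0.10 (standard error 0.16, adjusted p = 1). Piezo1 was therefore not lower in the libraries labelled CKO, and both differences were smaller than the spread between replicates. Gene counts cover all exons and all cell types of the myocardium. The paper checked the deletion by Western blot of Piezo1 protein in isolated adult cardiomyocytes (Fig. S1B), which these counts do not address. Leaving out the library labelled fl/fl-MI 1 moved the Piezo1 change after MI to -0.08, and leaving out that labelled fl/fl-MI 2 moved it to 0.18.
Esr1 (ENSMUSG00000019768, chromosome 10), part of which is fused to Cre in the transgene, had between 5.52 and 8.36 CPM in 5 libraries, namely all sham libraries and the library labelled fl/fl-MI 1. It had 331 CPM in the library labelled fl/fl-MI 2, and 707 and 402 CPM in those labelled CKO-MI 1 and CKO-MI 2. The group labels are used below as deposited, and every direction between genotypes rests on them.

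**Figure D1:**
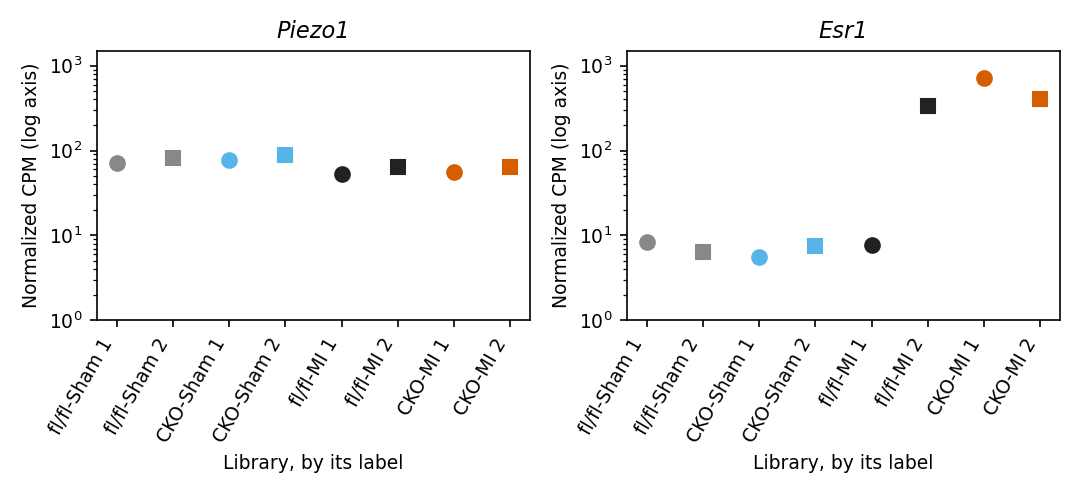
Normalized CPM of Piezo1 (left) and Esr1 (right) on a log axis in each of the 8 libraries, with 1 point per library (circles for replicate 1, squares for replicate 2). Piezo1 lies between 53.5 and 88.3 CPM in all libraries, and Esr1 is above 8.36 CPM only in the libraries labelled fl/fl-MI 2, CKO-MI 1 and CKO-MI 2.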

To further confirm whether Piezo1 affects the Ca^2+^-related signaling at the transcriptional level, we applied RNA sequencing to profile the transcriptomes of Piezo1*^fl/fl^* and Piezo1*^Cko^* hearts at week 6 after MI. 

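Between the libraries labelled CKO-MI and fl/fl-MI, 450 genes were called, 69 higher and 381 lower in CKO-MI. The lower genes made up 84.7% of the called genes (95% Wilson interval 81.0% to 87.7%, which covers counting error only). At an unadjusted p under 0.05 without a limit on the fold change there were 1166 genes. No gene (0) passed a Benjamini-Hochberg adjusted p under 0.05 in edgeR, while DESeq2 gave 211 such genes, 67 higher and 144 lower. In simulated data with 2 libraries per group, the edgeR test recovered 200 of 200 changed genes and also called 248 unchanged genes. These changes were set well above 2-fold, in genes with high counts, and the spread was taken from edgeR's own fit. Recovery of smaller changes or of genes with low counts was therefore not measured. Of the choices set beforehand that keep every library and the unadjusted threshold, the filter on low values moved the count most, to 107 genes at a mean FPKM of at least 5 and to 1183 genes without a filter (244 higher and 939 lower), and quantile normalization gave 125 genes. Every CKO-MI library lay above every fl/fl-MI library for 63 of the 69 higher genes, and below for 303 of the 381 lower genes. In genes not selected by their p, chance gives a separation in either direction in 33% of genes with 2 libraries against 2, and the selection of called genes itself favours separation.
The called-lower genes differed between the fl/fl-MI libraries. In the library labelled fl/fl-MI 2, 311 of the 381 genes were higher than in the library labelled fl/fl-MI 1, and 221 of them by more than 2-fold. Their median log2 difference from the mean of the CKO-MI libraries was 0.80 in the library labelled fl/fl-MI 1 and 2.03 in that labelled fl/fl-MI 2. Without the library labelled fl/fl-MI 2, 369 genes were called, 122 higher and 247 lower, and 111 of the 381 lower genes were still called while 39 changed direction. Without the library labelled fl/fl-MI 1, 1613 genes were called, 784 higher and 829 lower. In these fits the remaining fl/fl-MI library is assumed to vary like the other groups. Of the 5 genes of the atria tested, Bmp10, Myl4, Sln and Myl7 were high in the library labelled fl/fl-MI 2 alone, while Nppa was above its sham level of at most 504 CPM in all MI libraries (2520.3 to 11746 CPM), highest in fl/fl-MI 2. Bmp10 had 3834 CPM there and at most 18.8 CPM in the other libraries, and Myl4 had 2810.4 CPM against at most 48.0 CPM.
The genes with the smallest p among those without overlap between groups were Aqp7, Irx4, Usp43, mt-Ti and Spaar on the higher side. Their log2 fold changes lay between 1.04 (Aqp7, standard error 0.15) and 1.41 (Usp43, standard error 0.27). On the lower side these were H2-Q4, H2-Q6, Gm26920, Irf7 and Ifi27l2a. Irf7 (chromosome 7 from 141262706 to 141266481) changed by -1.06 (standard error 0.15) and Ifi27l2a by -1.32 (standard error 0.19). H2-Q4 changed by -1.22 and H2-Q6 by -1.24, and reads of these paralogs on chromosome 17 could have been split between them, so which of them changed is uncertain. H2-Q6 was also lower in CKO-Sham than in fl/fl-Sham (-1.15, standard error 0.15), so its difference was not limited to MI. Between the sham groups Irf7 and H2-Q4 changed by -0.43 and -0.2, and Gm26920 and Ifi27l2a by 0.27 and 0.2. Gm26920 was at 0 in both CKO-MI libraries and was at least 3.18-fold lower than in fl/fl-MI, set against a floor of 3 read pairs in each library. All 10 genes had an adjusted p of 0.454 in edgeR with Benjamini-Hochberg adjustment. In DESeq2 all 10 passed an adjusted p under 0.05, and over the alternatives the adjusted p of H2-Q4 ranged from 1.06e-11 to 1.

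**Figure D2:**
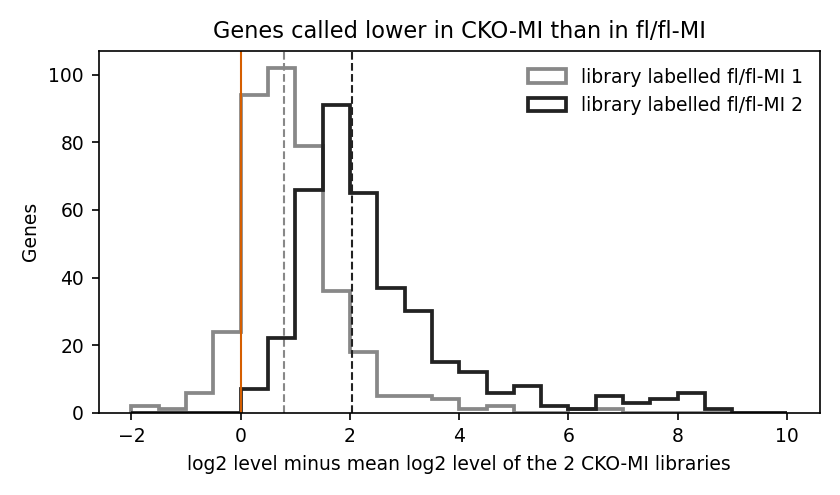
Number of the 381 genes called lower in CKO-MI by their log2 difference from the mean of both CKO-MI libraries, for the library labelled fl/fl-MI 1 (grey) and that labelled fl/fl-MI 2 (black). Dashed lines mark the medians of 0.80 and 2.03, and the solid vertical line marks no difference.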

As shown in the Venn diagram and the volcano map, 1356 genes were differentially expressed between MI-operated Piezo1*^Cko^* and Piezo1*^fl/fl^* groups, including 1095 down-regulated genes and 261 up-regulated genes (Fig. 6A and B). Genes enriched in calcium ion binding, ion transport, and metal ion binding were mostly down-regulated after MI due to Piezo1 deletion (Fig. 6C and D), including CaMKII and calpains (Fig. 6E), which was consistent with the mass spectrometry results.

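The gene sets were those that the authors' table assigns to each Gene Ontology (GO) term, and directions are those of the libraries as labelled. The 383 calcium ion binding genes had a median log2 fold change of -0.06 in CKO-MI against fl/fl-MI, and 59% of them were lower. The 298 ion transport genes had a median of -0.05, with 57.7% lower. For the 2519 metal ion binding genes the median was 0.02, the mean was -0.03, 47.2% were lower and camera's direction was up. In limma's camera test, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the 5 sets tested, all of these terms had adjusted p = 0.393. Among the alternatives that keep every library, the filter on low values moved the medians of calcium ion binding and ion transport most. With no filter, calcium ion binding had a median of -0.16 (adjusted p = 0.041 in limma's camera) and ion transport a median of -0.17 (adjusted p = 0.0294). Over all alternatives that keep every library, the adjusted p ranged from 0.0157 to 0.835 for calcium ion binding and from 0.00811 to 0.835 for ion transport. The median of ion transport was -0.11 (58.4% lower, adjusted p = 0.0407) when the library labelled fl/fl-MI 1 was left out, and 0.05 (44% lower, adjusted p = 0.475) when that labelled fl/fl-MI 2 was left out.
The set for the calcium/calmodulin-dependent protein kinase (CaMK) family held 11 expressed genes, with a median of -0.45 and 8 lower. Camk2n1, among the lower genes at -0.52, is an inhibitor of CaMKII and not a kinase. Its lower level is therefore not a lower level of a kinase. In limma this set had adjusted p = 0.202 under camera, adjusted p = 0.476 under fry and adjusted p = 0.586 with an estimated correlation. None of the 5 sets passed under any of these tests with all libraries and this filter. The CaMK median was -0.59 (adjusted p = 0.0293 under camera) without the library labelled fl/fl-MI 1, -0.10 (adjusted p = 0.939) without that labelled fl/fl-MI 2, and 0.08 over the 2 genes left at a mean FPKM of at least 5. The 8 expressed calpain genes had a median of 0.02 with 6 higher, with adjusted p = 0.541 under camera. Quantile normalization put 0 of the 8 calpain genes on the lower side, and TPM put 4 there. From the GO annotation of the differentially expressed genes and the heat map, the paper states that genes of these terms, among them CaMKII and calpains, were mostly down-regulated after MI due to Piezo1 deletion.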

**Fig. 6.**
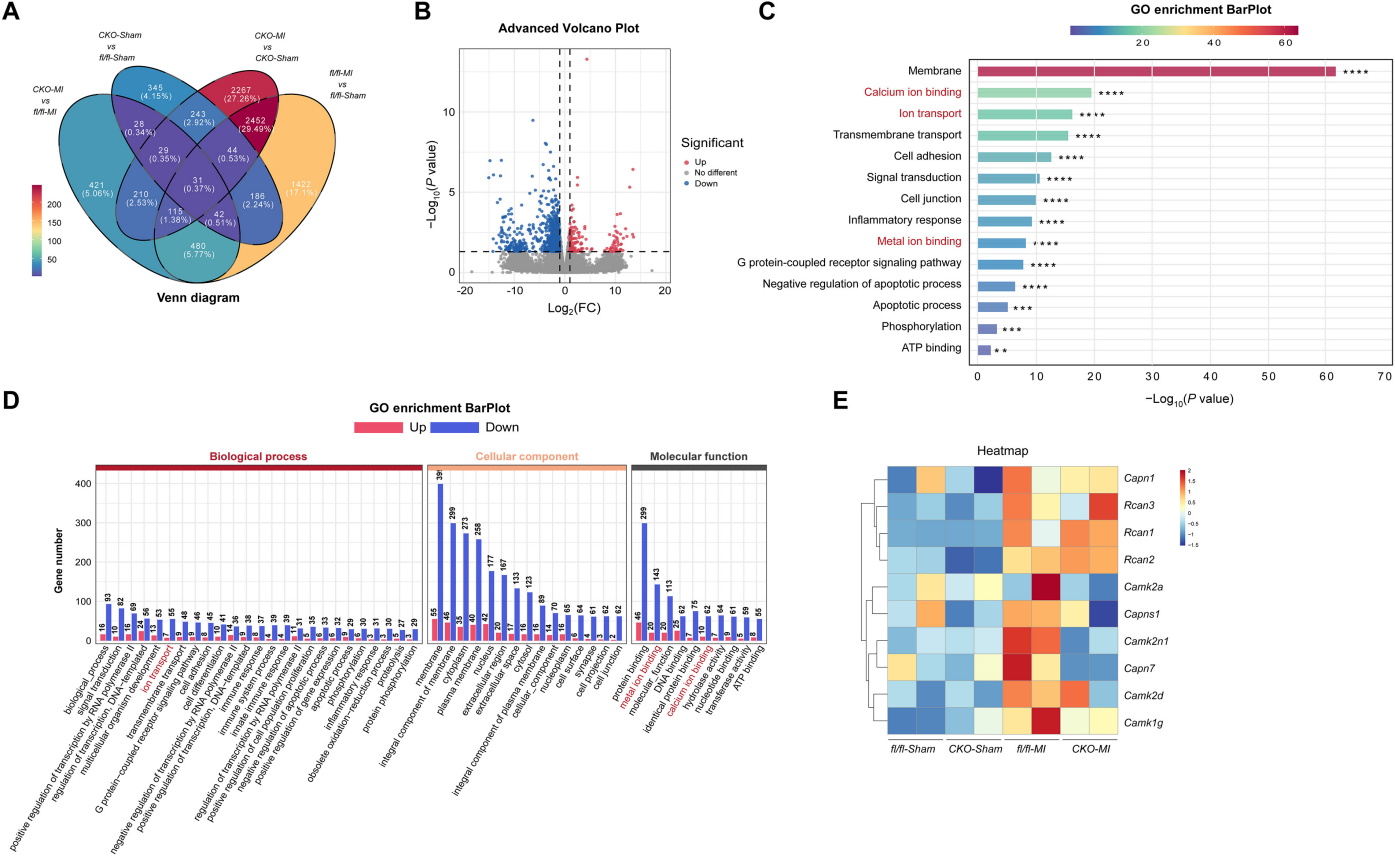
Piezo1 regulates Ca^2+^-modulated signaling at the transcriptional level. (A) Venn diagram of the differentially expressed genes in myocardium from the Piezo1*^fl/fl^* and Piezo1*^Cko^* mice at day 42 after MI or sham groups, which were screened by RNA sequencing. (B) Volcano map of the differentially expressed genes from the Piezo1*^Cko^* and Piezo1*^fl/fl^* hearts after MI operation. (C and D) GO annotation of the differentially expressed genes from the Piezo1*^Cko^* and Piezo1*^fl/fl^* hearts after MI operation. (E) Heatmap of the alterations in Ca^2+^-related/modulated molecules in myocardium from Piezo1*^fl/fl^* and Piezo1*^Cko^* mice at day 42 after MI. *Capn1*, calpain 1; *Rcan3*, regulator of calcineurin 3; *Rcan1*, regulator of calcineurin 1; *Rcan2*, regulator of calcineurin 2; *Camk2a*, calcium/calmodulin-dependent protein kinase II alpha; *Capns1*, calpain small subunit 1; *Camk2n1*, calcium/calmodulin-dependent protein kinase II inhibitor1; *Capn7*, calpain 7; *Camk2d*, calcium/calmodulin-dependent protein kinase II delta; *Camk1g*, calcium/calmodulin-dependent protein kinase IG.

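The other comparisons of the Venn diagram were made in the same fit. Between the libraries labelled CKO-Sham and fl/fl-Sham, 125 genes were called, 74 higher and 51 lower, and 546 had an unadjusted p under 0.05. The 1 gene that passed an adjusted p under 0.05 in edgeR was Slc15a2, which is lower in CKO-Sham, against 34 genes in DESeq2. With only the 4 sham libraries in the fit, edgeR gave 165 such genes (61 higher and 104 lower), and its exact test on these libraries without a filter, chosen after seeing the data, gave 297. In the fit of all groups, no lower gene (0) passed in edgeR when any 1 of the sham or CKO-MI libraries was left out. MI changed 2382 genes in CKO (1070 higher and 1312 lower than in CKO-Sham) and 2165 genes in fl/fl (1152 higher and 1013 lower). At an adjusted p under 0.05, without a limit on the fold change, MI changed 3467 genes in CKO and 2596 in fl/fl. With each library left out in turn these ranged from 25 (without the library labelled CKO-Sham 1) to 5793 (without fl/fl-MI 2) and from 119 (without fl/fl-Sham 2) to 4180 (without fl/fl-MI 1). The direction of the MI effects depended on scaling. On log2(FPKM + 1) values in limma, 1887 genes were higher and 196 lower in CKO-MI than in CKO-Sham, and 1776 higher and 203 lower in fl/fl-MI than in fl/fl-Sham. On TPM these splits were 5917 to 74 and 6169 to 81. The median log2 fold change of all genes after MI was 0.01 in CKO and 0.05 in fl/fl with TMM, 0.39 and 0.42 on FPKM, and 0.90 and 0.93 on TPM. Whether the genotype difference after MI differed from that after sham surgery was tested as an interaction. In edgeR 0 genes passed an adjusted p under 0.05 and 1191 had an unadjusted p under 0.05, and DESeq2 gave 130 genes at an adjusted p under 0.05.
Comparisons that share a group overlap by chance, so the overlaps were set beside 20 simulations without a genotype effect. The genes called between CKO-MI and fl/fl-MI shared 252 genes with those called between fl/fl-MI and fl/fl-Sham, where the simulations gave 89 to 129. Of these, 244 had changed in the opposite direction (70 to 103 in the simulations). They shared 136 genes with the comparison of CKO-MI and CKO-Sham (92 to 130 simulated). They shared 14 genes with the comparison of the sham groups (17 to 31 simulated), and 3 genes were called in all 4 comparisons (2 to 17 simulated). The simulations called 196 to 262 genes between CKO-MI and fl/fl-MI, fewer than the data, and 209 to 253 between the sham groups, more than the data, so these overlaps are between lists of different sizes. They also drew each gene on its own, with the same spread in every group. A library that departs in many genes, like that labelled fl/fl-MI 2, was therefore not simulated. Such a library enters both comparisons that hold fl/fl-MI, so the excess of shared genes cannot be assigned to genotype.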

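Of the genes called between CKO-MI and fl/fl-MI, 20 carried the term calcium ion binding (16 lower), 15 carried ion transport (12 lower) and 59 carried metal ion binding (54 lower). Enrichment was tested against the 12252 tested genes with any GO term, of which 380 were called. Calcium ion binding held 5.22% called genes against 3.1% of the background (odds ratio 1.76, one-sided Fisher's exact test p = 0.0162, adjusted p = 0.0972 over 6 tests). Ion transport had an odds ratio of 1.68 (one-sided Fisher's exact test p = 0.045, adjusted p = 0.123). For the called-lower genes alone the odds ratios were 1.58 and 1.51 (one-sided Fisher's exact test adjusted p = 0.123 and adjusted p = 0.176). Metal ion binding had an odds ratio of 0.70, that is, a smaller share of called genes than the background. With each MI library left out in turn, and one-sided Fisher's exact tests adjusted over the 3 terms, the odds ratio of calcium ion binding was 1.85 without the library labelled fl/fl-MI 1 (adjusted p = 2.95e-05), 1.59 without fl/fl-MI 2 (adjusted p = 0.219), 1.89 without CKO-MI 1 (adjusted p = 0.0357) and 2.00 without CKO-MI 2 (adjusted p = 0.0176). That of ion transport lay between 0.76 and 1.72 and that of metal ion binding between 0.48 and 1.10, without an adjusted p under 0.05. The share of lower genes also depended on single libraries. Without the library labelled fl/fl-MI 1, 37 of 72 called calcium ion binding genes, 30 of 44 ion transport genes and 131 of 305 metal ion binding genes were lower, and without CKO-MI 1, 8 of 18 called calcium ion binding genes were lower.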

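The 10 genes of the heat map are given for CKO-MI against fl/fl-MI, by the labels of the libraries. Camk2n1, an inhibitor of CaMKII (ENSMUSG00000046447, chromosome 4 from 138454314 to 138460123), had 22.1 and 24.9 CPM in fl/fl-MI and 16.8 and 16.0 CPM in CKO-MI. Its log2 fold change was -0.52 (standard error 0.13, adjusted p = 0.502 in edgeR), and lay between -0.59 and -0.43 with each library left out in turn. Camk1g (ENSMUSG00000016179, chromosome 1) had 1.15 and 8.68 CPM in fl/fl-MI and 0.827 and 0.567 CPM in CKO-MI. Its log2 fold change was -2.82 (standard error 0.94, adjusted p = 0.556 in edgeR), or -0.73 without the library labelled fl/fl-MI 2. Camk2a (ENSMUSG00000024617, chromosome 18) changed by -0.74 (standard error 0.48, adjusted p = 0.729 in edgeR), and by 0.20 without the library labelled fl/fl-MI 2, in which it had 55.6 CPM against 19.5 CPM in fl/fl-MI 1. Rcan1 and Rcan2 were higher in CKO-MI, with log2 fold changes of 0.68 and 0.27. Neither change passed edgeR's test (standard errors 0.55 and 0.19, adjusted p = 0.776 and adjusted p = 0.738). The change of Rcan1 was 2.03 with the library labelled fl/fl-MI 1 left out (adjusted p = 0.0053) and 0 with that labelled fl/fl-MI 2 left out (adjusted p = 1). Capn1, Capns1, Capn7, Rcan3 and Camk2d changed by between -0.04 and 0.08, within their standard errors of 0.12 to 0.26. Camk1g was the only called gene among the 10, and with all libraries no gene passed an adjusted p under 0.05, counted over all genes tested or adjusted over the list alone. Without the library labelled fl/fl-MI 1, 4 of the 10 passed in edgeR over all genes tested, namely Rcan1, Camk1g (-3.62, adjusted p = 0.0115), Camk2n1 (adjusted p = 0.0317) and Camk2a (-1.29, adjusted p = 0.0401). Without the library labelled fl/fl-MI 2, none did.

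**Figure D3:**
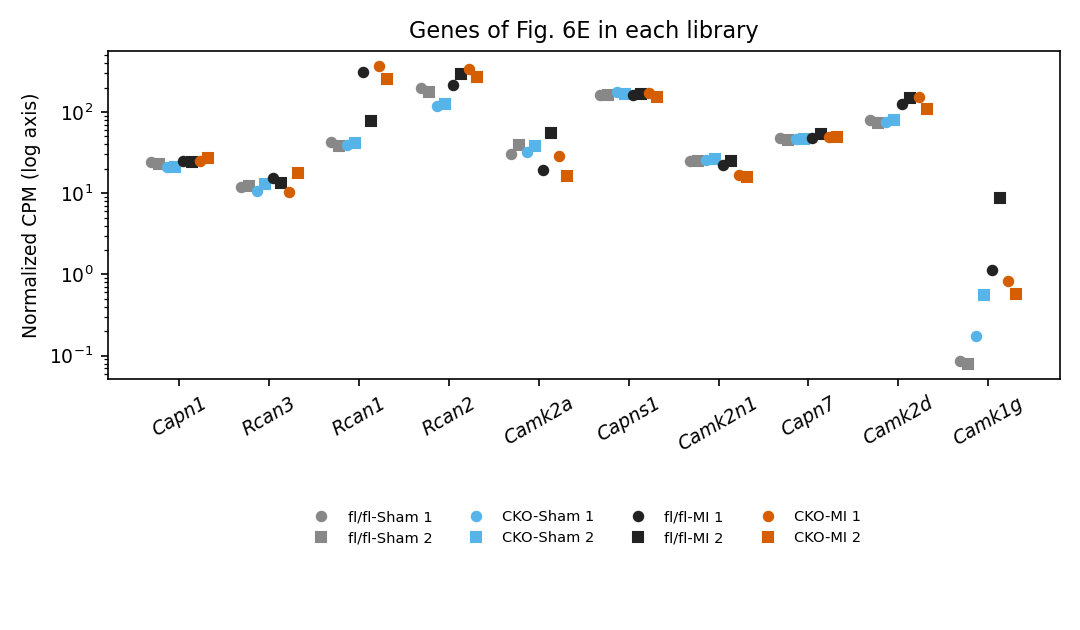
Normalized CPM on a log axis of the 10 genes of Fig. 6E in each of the 8 libraries, with 1 point per library. In Camk1g the library labelled fl/fl-MI 2 lies at 8.68 CPM, above the other libraries.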

Taken together, these data suggested that Piezo1 perturbed calcium homeostasis by mediating the intracellular Ca^2+^ overload and increased the activation of Ca^2+^-modulated signaling, CaMKII, and calpain, leading to the enhancement of phosphorylation of RyR2 and further increment of Ca^2+^ leaking, which finally provoked cardiac arrhythmias.

### Piezo1 activation alters properties of action potential in human cardiomyocytes

To further verify the arrhythmogenic effect of Piezo1 in human beings, the human induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CMs) were employed. hiPSC-CM was an ideal approach, which can recapitulate inherited arrhythmia syndromes at the cellular level [25,26]. We first identified the location of Piezo1 by costaining with α-actinin in hiPSC-CMs. Given that hiPSC-CMs exhibit an immature phenotype, Piezo1 was predominantly located at the cytoplasmic membrane (Fig. 7A). Although activation of Piezo1 under Yoda1 stimulation in hiPSC-CMs did not change the resting membrane potential, it distinctively accelerated the action potential rate in a Yoda1 dose-dependent manner (Fig. 7B and C). Meanwhile, action potential durations (APDs) including APD_50_, APD_70_, and APD_90_ were progressively shortened in parallel with the increased Yoda1 concentration, implicating that Piezo1 activation could shorten the repolarization process of action potential (Fig. 7D and Table S5). APD was a critical parameter to assess the arrhythmic risk. Excessive shortened or prolonged action potential with over 20% alteration of APD_90_ has been proven proarrhythmic [27]. Compared with hiPSC-CMs without Yoda1 stimulation, the hiPSC-CMs stimulated within 1 μM Yoda1 showed a 15.07% ± 2.32% reduction of APD_90_. The reduction degree kept climbing to 44.64% ± 3.30% and 43.85% ± 2.77% within 5 and 10 μM Yoda1 stimulation, respectively (Fig. 7E). Exaggerated repolarization instability was also observed in hiPSC-CMs with Yoda1 stimulation (5 and 10 μM) (Fig. S5), showing a remarkably aggravation of arrhythmogenic risk.

**Fig. 7.**
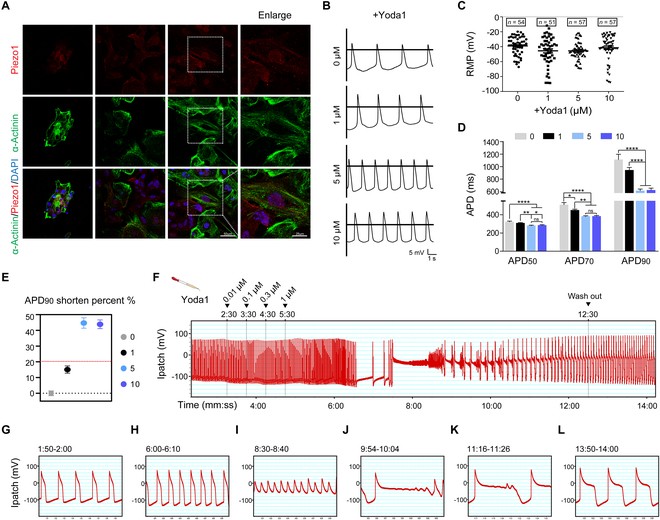
Piezo1 activation triggers cellular arrhythmogenic remodeling in human cardiomyocyte. (A) Representative images of immunofluorescence costaining of Piezo1 (in red) and α-actinin (in green) in cultured hiPSC-CMs at the 25th day; 4′,6-diamidino-2-phenylindole (DAPI)-stained nuclei are shown in blue; scale bars represent 50 and 25 μm (Enlarge). (B) Representative traces of action potential of hiPSC-CMs under a gradient of concentration of Yoda1 stimulation from 0 to 10 μM; the scale bar in horizontal represents 1 s and that in vertical represents 5 mV. (C) Quantified resting membrane potential (RMP) of action potentials of hiPSC-CMs under Yoda1 stimulation from 0 to 10 μM. (D) Quantified action potential duration at 50% (APD_50_), 70% (APD_70_), and 90% (APD_90_) of hiPSC-CMs under Yoda1 stimulation from 0 to 10 μM. (E) Quantified shorted percent of APD_90_ of hiPSC-CMs under Yoda1 stimulation at 1, 5, and 10 μM compared with 0 μM. (F) Representative traces of hiPSC-CMs under a progressively increasing concentration gradient of Yoda1 stimulation from 0.01 to 1 μM. (G to L) Enlarged traces at the specified period from (F). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Piezo1 activation triggers cellular arrhythmogenic remodeling in human cardiomyocytes

Triggered activity resulting from the premature activation by afterdepolarizations is associated with shortening or prolonging in APDs [28]. Early afterdepolarizations (EADs), developing before full repolarization at phase 2 or phase 3 of cardiac action potential, is one of the major mechanisms driving arrhythmogenesis in diverse etiologies. Surprisingly, persistent activation of Piezo1 by a progressively increasing concentration gradient of Yoda1 resulted in EADs and further continuous triggered activity in hiPSC-CMs (Fig. 7F). APD was rapidly shortened within 1 min after Yoda1 concentration increased to 1 μM (Fig. 7G and H). Then, persistent triggered activity was observed followed by EADs (Fig. 7I). As time went on, the incidence of triggered EADs gradually decreased, which was supposed to be attributable to the exhausted extracellular Ca^2+^ or Piezo1 deactivation (Fig. 7J and K). Action potentials ultimately returned to normal after Yoda1 washout (Fig. 7L). These data suggested that activation of Piezo1 results in triggered activity, which underlies the arrhythmogenesis induced after MI.

## Discussion

Although the mortality has greatly declined after application of early reperfusion in patients with acute MI, the survivors remain at high risk of SCD over the subsequent weeks to years despite extensive pharmacotherapy of secondary prevention. The prevalence of SCD is especially high in the first year following MI, which is a vulnerable period of heart [29]. During the remodeling process after MI, wall thickness is heterogeneously distributed over the ventricle, resulting in a regional modulation of a mechanical stimulus so that regional strain alters. These structural heterogeneities further attribute to stretch-induced ventricular arrhythmia [30]. However, the underlying mechanism is poorly understood. In the present study, we uncovered a previously unrecognized role of the mechanosensitive ion channel Piezo1 in the electrical remodeling after MI and its arrhythmogenic effect on cardiomyocyte through Ca^2+^ handling, showing dramatic prospects in therapeutic approaching SCD and heart failure within cardiac injury.

Piezo1 is a stretch-activated cation channel with preference to Ca^2+^. It is a critical sensor regulating mechano-chemo-transduction in vasculature, while its role in heart, especially under pathological condition, is unclear. We observed that Piezo1 majorly locates at the intercalated disk and T-tubules. Deletion of Piezo1 in cardiomyocyte preserved the long-term cardiac function and survival rate after MI. Notably, this effect seemed less associated with fibrotic remodeling evidenced by the comparable fibrotic gene expression and scarring area. Cardiac contractility is determined by the cyclic movement of calcium among the extracellular space, cytoplasm, and SR. This Ca^2+^ handling attributes for the excitation–contraction coupling in cardiomyocytes. SERCA2 is a critical protein involved in sequestration of Ca^2+^ into SR during diastole, linking contractile force with excitation–contraction coupling. The reduced SERCA2 gene expression and protein level are commonly witnessed in ischemic or failing myocardium, attributing to dysfunction of SR Ca^2+^ uptake and weakened cardiac contraction [31]. We observed that transient activation of Piezo1 in cardiomyocyte accelerates SR Ca^2+^ uptake on account for the increased intracellular Ca^2+^ flux. However, Piezo1 deletion in cardiomyocyte preserved the long-term SERCA2 expression after MI, suggesting that sustained activation of Piezo1 after MI down-regulates SERCA2 expression. The inhibitory effect may blame for Ca^2+^ overload-induced imbalanced homeostasis of ROS signaling [12], which has been proven to reduce SERCA2 expression [32]. In addition, SERCA2 was capable of interacting directly with Piezo1 by strategically binding to its linker region and further suppressing Piezo1-mediated mechanosensitive currents [33]. On the reverse side, it was suspected that deletion of Piezo1 may preserve the activity of SERCA2 through structural variation.

In addition to SR Ca^2+^ uptake dysfunction, Ca^2+^ overload triggers spontaneous Ca^2+^ leak from SR as well. Given that RyR2 in SR has a finite open probability even at diastolic [Ca^2+^]i, Ca^2+^ will leak out of SR, resulting in the occurrence of intracellular Ca^2+^ waves so that Ca^2+^ spreads beyond the original sites and elicits arrhythmogenic afterdepolarizations [18]. Our data illustrated that Piezo1 activation after MI promotes the phosphorylation of RyR2, which is evidenced to vary the sensation of RyR2 and increase diastolic SR Ca^2+^ leakage [34]. Potential mechanism could be attributed from Piezo1-enhanced activity of CaMKII, which is crucial to phosphorylate RyR2 and contribute to a further destabilization of RyR2 [35,36]. At the cellular level, Piezo1 activation triggered arrhythmogenic remodeling through remarkably shortening APD and inducing EADs, which occurs late in phase 3 of action potential. An abbreviated APD permits normal Ca^2+^ release from SR. However, when the [Ca^2+^]_i_ keeps rising until the membrane potential is negative to the equilibrium potential for the Na^+^/Ca^2+^ exchanger (NCX), *I*_NCX_ will be activated, causing membrane depolarization. These late EADs are clinically relevant with tachycardia including atrial tachycardia, VT, and ventricular fibrillation [37]. In compliance with our data, triggered activity defined by continuous EADs could be seen under the sustained but not evanescent activation of Piezo1. Furthermore, as a nonselective cationic channel, Piezo1 conducts Na^+^ influx as well. Raised intracellular Na^+^ could consequently activate the reverse mode of NCX to increase [Ca^2+^]_i_ [38]. In summary, the above inferences pointed the possible mechanism in the occurrence of arrhythmia linked to Piezo1*^Cko^* mice after MI.

Our study demonstrated that Piezo1 is critically involved in arrhythmogenic remodeling after MI through Ca^2+^ regulation and revealed it as a new potential anti-arrhythmic target in the treatment of MI and heart failure.

## Methods

The detailed methods are available in the Supplementary Materials.

### Human heart tissue

Three nondiseased human hearts were obtained from 3 healthy donors who died from brain-stem bleeding. Four failing hearts were obtained from patients with end-stage DCM who underwent cardiac transplantation. The hearts were collected and flushed with ice-cold cardioplegic solution. Then, parts of the left ventricular myocardium were frozen in liquid nitrogen for protein extraction, and the other parts were fixed in formaldehyde solution for immunohistochemical staining. All subjects were duly informed, and written consent was provided by patients or their relatives. All the human studies were approved by the Human Research Ethics Committee of the Second Affiliated Hospital, Zhejiang University School of Medicine and were performed under the principles of the Declaration of Helsinki.

### Animal model of MI

Piezo1*^fl/fl^* mice (*Piezo1*^tm2.1Apat^/J) and Myh6-Cre transgenic mice (A1cf^Tg(Myh6-cre/Esr1*)1Jmk^/J) were purchased from Jackson Laboratory. Cardiac-specific Piezo1 knockout mice (Piezo1*^Cko^*) were created by crossing Piezo1*^fl/fl^* mice with Myh6-Cre mice. Littermates not carrying the *Myh6-Cre* transgene (Piezo1*^fl/fl^*) served as controls. Inducible deletion of Piezo1 in cardiomyocyte was performed in 4-week-old mice by intraperitoneal administration of tamoxifen (75 mg/kg/day, consistent for 5 days).

Eight-week-old mice were subjected to MI modeling as previously described [39]. Briefly, mice were anesthetized with sodium pentobarbital (50 mg/kg intraperitoneally) and then ventilated via tracheal intubations connected to a rodent ventilator. Acute MI was performed by permanent ligation of the left anterior descending coronary artery (LAD) using a 7-0 nylon suture. Sham surgery was performed exactly as above but without LAD ligation. For tissue harvesting, mice were euthanized with sodium pentobarbital (80 mg/kg intraperitoneally) following cervical dislocation, and then hearts were quickly excised after thoracotomy.

All animals were fed a standard laboratory diet and maintained with a 12:12-h light/dark cycle. All animal studies were performed in compliance with guidelines of the Institutional Animal Care and Use Committee at Zhejiang University School of Medicine (zju201308-1-01-085) and the National Institutes of Health (NIH) *Guide for the Care and Use of Laboratory Animals* (NIH Publication No. 85-23, revised 1996).

### Statistical analysis

Data were presented as means ± SEM. For data with small samples, the Mann–Whitney *U* test was used between the 2 groups. Survival data were exhibited by Kaplan–Meier curves and analyzed by the log-rank test. The other data were confirmed normal distribution by the Kolmogorov–Smirnov test. Statistical differences were then determined by Student’s *t* test for comparison between 2 groups and analysis of variance (ANOVA) followed by Bonferroni’s multiple comparison test for comparison among 3 or more groups. *P* < 0.05 was considered statistically significant. Statistical calculations were carried out using GraphPad Prism 8.0.

## Data Availability

All data could be acquired from M.X. upon requests.

# Supplementary material for: Cardiac Piezo1 Exacerbates Lethal Ventricular Arrhythmogenesis by Linking Mechanical Stress with Ca2+ Handling After Myocardial Infarction
**Source:** Research (Wash D C). 2023 Jun 9;6:0165. doi: 10.34133/research.0165
**Supplement:** Supplementary 1 — Figs. S1 to S5

**Supplemental Material**

**Methods**

**Echocardiography**

Mouse transthoracic two-dimensional echocardiography was performed using Vevo 2100 system (VisualSonics, Canada). The echocardiography was repeated at 3 days, 3 weeks, 6 weeks and 8 weeks post-MI, respectively. Mice were anesthetized by inhalation of isoflurane (1-1.5%). M-mode interrogation was performed in the parasternal long-axis view at the level of the papillary muscles. LV end-diastolic dimension, LV end-systolic dimension, and septal and LV posterior wall thicknesses were determined and used to calculate the percentage of ejection fraction (EF) and fractional shortening (FS).

**Programmed Electrical Stimulation**

Programmed electrical stimulation (PES) was performed in Piezo1*^Cko^* and Piezo1*^fl/fl^* mice at the 6^th^ week post MI. As previously described^1^, mice were anesthetized with sodium pentobarbital (50mg/kg intraperitoneally) and their limbs were taped onto ECG electrodes. Then the right jugular vein was exposed by separating subcutaneous tissues. A 1.1F octapolar catheter with 4 pairs of electrical leads (iWorx, USA) was inserted through the vein into the right ventricle. The catheter was connected with the Intracardiac Electrical Potential Recording and Measurement System (iWorx, USA). The ventricular pacing train was set at a fixed basic cycle length (BCL, 90ms). The S1-S2 interval was progressively reduced by 2-ms in each pacing train from 70ms to 40ms. Between each stimulation protocol, there was a recovery period of ~30 seconds. The incidence of reproducible sustained ventricular tachycardia (SVT, episode>10 consecutive beats of VT) was determined with or without isoproterenol (0.5mg/kg intraperitoneally). The arrhythmia score was calculated according to the standard previously described^2^: 0=no ventricular arrhythmia; 1=isolated ventricular extrasystoles (VES); 2=VES in bigeminy; 3=couplets; 4=VT, VT was characterized as ≥3 consecutive VES.

**Isolation of Adult Mouse Cardiomyocyte and Neonatal Rat Cardiomyocyte**

A simplified, Langendorff-free method for isolation of viable cardiomyocyte from adult mouse was performed^3^. Briefly, mice were sacrificed and the heart with clamped aortic arch was completely separated from the thoracic cavity. The following perfusion of EDTA buffer in the right ventricle, and the digestion buffer in the left ventricle were performed in turn. Not until the digestion was apparent, the heart tissue was then pulled gently into ~1mm^3^ pieces and stop buffer was added. Cell suspension was filtered through 100μm strainer and myocytes gravity settled for 20 min. The pellets were resuspended in calcium re-introduction buffer and prepared for further experiments.

Neonatal rat cardiomyocytes were isolated following the instruction of the neonatal heart dissociation kit (130-098-373, Miltenyi BioTec). Cells were cultured in DMEM/F12 (Gibco) with 10% FBS and 0.1mM BrdU to inhibit fibroblast proliferation.

**Differentiation and Culturing of Human Induced Pluripotent Stem Cell-Derived Cardiomyocytes (hiPSC-CMs)**

Human iPS cells (BCMi001-A iPSCs) were obtained from Dr. Jean J. Kim (Baylor College of Medicine Human Stem Cell Core, USA). The hiPSCs were grown in TeSR^TM^-E8^TM^ medium (Stemcell Technologies, Canada). Differentiation of hiPSCs was undertaken by using the STEMdiff™ Cardiomyocyte Differentiation Kit (Stemcell Technologies). On the 8^th^ day of differentiation, small areas of beating cardiomyocytes were visible, at which point the medium was changed into STEMdiff™ Cardiomyocyte Maintenance Medium (Stemcell Technologies) for the remainder of the study. At day 25, the cells were passaged for patch clamp experiments.

**Patch clamp experiments**

Patch-clamp experiments were performed following a previously described method^4^. For action potential (AP) recording, the pipette solution contained 2.7M KCl, and the Tyrode solution served as bath solution, which consisted of NaCl (140mM), KCl (5.4mM), CaCl_2_ (1.8mM), MgCl_2_ (1mM), HEPES (10mM) and glucose (10mM), PH 7.4. The pipette resistance was ~60-90 MΩ. APs were recorded using the current-zero with the gap-free model in pClamp10.0 software (Molecular Devices, Canada). The indexes including resting membrane potential, APD_50_, APD_70_ and APD_90_ (the time intervals required to reach 50%, 70% and 90% of repolarization), dV/dt_max_, AP triangularity, and beat-to-beat instability were measured using LabChart8.0 software (AD Instruments, New Zealand).

**Measurement of Calcium Transient and SR Ca^2+^ Content**

Measurement of intracellular calcium was performed in freshly isolated left ventricular cardiomyocytes using the Myocyte Calcium and Contractility System (IonOptix Corporation, USA). Briefly, adult cardiomyocytes were labeled with Fura-2-AM (1μmol/L, Thermo Scientific, USA) for 20 min and precipitated on an open-perfusion chamber mounted on the stage of an upright microscope (Leica, German) for 10 min. Then the attached cells were perfused with Tyrode’s solution. Cadiomyocytes were stimulated at 5V, 1Hz using a Myopacer Cell Stimulator (IonOptix Corporation, USA). Dual excitation (at 340/380nm, F1 and F0) was delivered using OptoLED light sources and emission light was collected at 510nm. Simultaneous tracing of calcium transients were recorded and analyzed using IonOptix software. The measured parameters included calcium amplitude and calcium transient decay (Tau).

The SR Ca^2+^ content was evaluated at the end of the train of stimulation describes above. After reaching 1 Hz, the total SR Ca^2+^ content was detected by a rapid application of caffeine (10mM). The data were analyzed using IonOptix software.

**Detection of Spontaneous Ca^2+^ Release**

Cardiomyocytes were labeled with Fura-2-AM (1μmol/L) for 20 min and then stimulated at 5V, 4Hz using the Myopacer Cell Stimulator. After a train of stimuli, pacing was stopped and the medium was quickly changed into a Na^+^ and Ca^2+^-free Tyrode solution to rule out the influences of sarcolemmal channels. Spontaneous Ca^2+^ release tracs were recorded using IonOptix software.

**Mass Spectrometry and Bioinformatic Analysis**

Cryopreserved myocardiums were prepared for mass spectrometry by Westlake Omics (Hangzhou) Biotechnology Co., Ltd. (China). Briefly, peptides were extracted from the myocardium tissue and labeled with TMTpro 16plex label reagents. LC-MS/MS with the LC system coupled to an Orbitrap Exploris 480 mass spectrometer (Thermo Fisher, San Jose, USA), which equipped with a FAIMS Pro™ (Thermo Fisher Scientific™, San Jose, USA) , in data dependent acquisition (DDA) mode. For each acquisition, peptides were loaded onto a precolumn (3 μm, 100 Å, 20 mm*75 μm i.d.) at a flowrate of 6 μL/min for 4 min and then injected using a 45 min LC gradient (from 3% to 28% buffer B) at a flowrate of 300 nL/min (analytical column, 1.9 μm, 120 Å, 150 mm*75 μm i.d.). Buffer A was 2% ACN, 98% H2O containing 0.1% FA, and buffer B was 98% ACN in water containing 0.1% FA. All reagents were MS grade. MS/MS experiments were performed with a resolution at 30,000, normalized AGC target of 200%, and max IT of 100 ms. The turbo-TMT and advanced Peak Determination were enabled, isolation window was set to 0.7 Da and first mass was set to 110 m/z.

Results were fit in the database using Proteome Discoverer (Ver2.4, Thermo Fisher). Gene Ontology (GO) enrichment analysis of differentially expressed proteins was implemented by the clusterProfiler R package.

**RNA Sequencing and Analysis**

Total RNA was isolated from mouse myocardium using Trizol reagen. The total RNA quantity and purity were analysis of Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit. After total RNA was extracted, mRNA was purified from total RNA (5ug) using Dynabeads Oligo (dT) with two rounds of purification. Following purification, the mRNA was fragmented into short fragments using divalent cations under elevated temperature. Then the cleaved RNA fragments were reverse-transcribed to create the cDNA by SuperScript™ II Reverse Transcriptase. The average insert size for the final cDNA libraries were 300±50 bp. At last, we performed the 2×150bp paired-end sequencing (PE150) on an Illumina Novaseq™ 6000 (LC-Bio Technology CO., Ltd., Hangzhou, China). 

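Paired-end sequencing reads each cDNA fragment from both ends. In the deposited gene table, low counts piled up at multiples of 4. On average over the 8 libraries, 1106 genes had a count of 4, while 469 had a count of 3 and 326 a count of 5. In the same way 548 genes had a count of 8, while 257 had a count of 7 and 219 a count of 9. The counts are therefore read here as holding about 4 units per read pair, in which case their sums overstate the number of sequenced fragments by about that factor.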

The sequence quality was verified using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, 0.11.9). including the Q20, Q30 and GC-content of the clean data. After that, a total of G bp of cleaned, paired-end reads were produced. The raw sequence data have been submitted to the NCBI Gene Expression Omnibus (GEO) datasets with accession number GSE230042.

**Sirius Red Staining**

Mouse heart samples were harvested and embedded in paraffin, cut into 4-μm thick sections from mid-papillary to apex (500-μm intervals) and stained with Sirius red (Solaribio, China) for 1 hour followed by 95% ethyl alcohol washing. The images were obtained with a microscope (Leica, German). The percentage of infarct area was calculated using Imaging Pro software.

**Immunohistochemistry**

Human heart samples were embedded in Paraffin and sliced into 4-μm sections. Immunohistochemical staining was performed using the antibody for Piezo1 (Cat No. NBP1-78537, Novus). Quantification of Piezo1 immunopositive area was determined by

Image Pro software indicated by positive staining area/total area.

**Immunofluorescence Staining**

Isolated adult mouse cardiomyocytes or cultured hiPSC-CMs were fixed in 4% paraformaldehyde. The cells were co-stained with primary antibodies for Piezo1 (Cat No. NBP1-78537, Novus) and α-actinin (Cat No. ab9465, Abcam). Cy3-conjugated goat anti-rabbit and FITC-conjugated goat anti-mouse antibodies (Abcam) were applied as secondary antibodies. Nuclei were stained by DAPI. Images were obtained using a fluorescence microscope (Leica, German).

**Western Blot**

Proteins were extracted from mouse heart tissues using RIPA solution (Beyotime, China) within a protease inhibitor cocktail (Roche). 20μg of each protein sample was separated via SDS-PAGE and electrotransferred onto PVDF (polyvinylidene fluoride) membranes. Following blockade with PBST (phosphate-buffered solution with Tween-20) containing 5% BSA, membranes were incubated with primary antibodies against the following molecules overnight at 4°C: Piezo1 (Cat No. NBP1-78537, Novus), Serca1/2 (Cat No: A010-21AP, Badrilla), Ryr2 (Cat No: ab2827, Abcam) and Ryr2^P2814^ (Cat No: A010-31AP, Badrilla). Antigen and antibody complexes were detected with an ECL protocol using HRP conjugated IgG as secondary antibodies. Immunoblots were quantified using Image Laboratory 2.0 software.

**Detection of CaMKII and Calpain activity**

Neonatal rat cardiomyocytes were incubated within 1h-incubation of Yoda1 with a gradient concentration from 1μM to 10μM. Cells were then collected for activity detection according to the instructions, respectively. CaMKII activity was measured using CaMKII-β/γ/δ (Phospho-Thr287) Cell-Based ELISA Kit (LifeSpan BioSciences, LS-F1677). Calpain activity was analyzed using the Calpain Activity Assay Kit (Abcam, ab65308). Cells were handled following the instructions and the final fluorescence units were measured (Ex/Em = 400/505 nm) to acquire the original data of Calpain activity. Meanwhile, the optical density was measured in OD 450nm to acquire the original data of CaMKII activity. Data were then normalized to the sample protein concentration and shown as the relative Calpain and CaMKII activity.

**Real-Time PCR**

Total RNA was extracted from mouse heart tissues using Trizol reagent (Invitrogen). 1000ng of total RNA was reversely transcribed into cDNA by using PrimeScript RT reagent Kit (Takara, Japan). The resulting cDNA was then subjected to real-time PCR using SYBR Premix Ex Taq II kits (Takara, Japan) and performed by Lightcycle480 II (Roche). β-actin was used as an internal loading control. mRNA levels of target genes were normalized to β-actin levels using the relative threshold cycle method. All primer information was listed in **Supplemental Table I**.

**Supplemental Table I**

| **Primers for Mouse (5’ to 3’)** | |
| --- | --- |
| β-actin Forward | TGTGGATCAGCAAGCAGGAG |
| β-actin Reverse | TGCGCAAGTTAGGTTTTGTC |
| MMP9 Forward | TCCCCAAAGACCTGAAAACC |
| MMP9 Reverse | CTGCTTCTCTCCCATCATCTG |
| ACTA2 Forward | CTTCGTGACTACTGCCGAGC |
| ACTA2 Reverse | AGGTGGTTTCGTGGATGCC |
| TGFBR2 Forward | ATGTGGAAATGGAAGCCCAGA |
| TGFBR2 Reverse | TGCAGGACTTCTGGTTGTCG |
| CACNA1C Forward | CCTGCTGGTGGTTAGCGTG |
| CACNA1C Reverse | TCTGCCTCCGTCTGTTTAGAA |
| KCND2 Forward | CACTCTCAAGGGCTGCGTAT |
| KCND2 Reverse | TCGTTTGTCTGCTCGTTGGT |
| SCN5A Forward | GGAGTACGCCGACAAGATGT |
| SCN5A Reverse | ATCTCGGCAAAGCCTAAGGT |
| GJA1 Forward | CCAAGGAGTTCCACCACTTTG |
| GJA1 Reverse | CCATGTCTGGGCACCTCTCT |

**Supplemental Table II**

| **Baseline** | **EF%** | **FS/%** | **LV Vol d/μl** | **LV Mass/mg** |
| --- | --- | --- | --- | --- |
| **Piezo1*^fl/fl^*** | 84.05±3.77 | 52.73±4.21 | 20.04±1.93 | 77.22±7.38 |
| **Piezo1*^Cko^*** | 84.98±2.30 | 52.46±2.85 | 16.97±2.32 | 86.48±9.91 |

**Supplemental Table III**

|  | EF% | FS/% | IVS d/mm | LVPW d/mm | LV Vol d/ul | LVID d/mm | LV Mass/mg |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Day3 | | | | | | | |
| Piezo1*^fl/fl^* | 33.04±2.69 | 15.40±1.38 | 0.76±0.07 | 0.71±0.04 | 55.75±6.67 | 3.57±0.20 | 69.15±4.31 |
| Piezo1*^Cko^* | 36.43±4.44 | 17.18±2.28 | 0.73±0.08 | 0.72±0.07 | 48.29±7.18 | 3.36±0.22 | 61.76±6.10 |
| Day21 | | | | | | | |
| Piezo1*^fl/fl^* | 23.72±2.14 | 10.93±1.02 | 0.53±0.06 | 0.62±0.08 | 117.79±11.36 | 4.93±0.23 | 87.64±7.09 |
| Piezo1*^Cko^* | 33.57±4.07 | 15.93±2.10 | 0.76±0.09 | 0.70±0.06 | 80.53±9.90 | 4.13±0.19 | 89.80±9.26 |
| Day42 | | | | | | | |
| Piezo1*^fl/fl^* | 18.64±2.73 | 8.50±1.30 | 0.45±0.06 | 0.65±0.10 | 105.85±10.81 | 4.85±0.22 | 79.59±7.51 |
| Piezo1*^Cko^* | 31.31±5.73 | 15.17±3.12 | 0.68±0.06 | 0.74±0.07 | 85.10±4.40 | 4.25±0.16 | 88.29±5.54 |

**Supplemental Table IV**

| **Parameters** | **Baseline** | |  | **ISO** | |
| --- | --- | --- | --- | --- | --- |
|  | **Piezo1*^fl/fl^*** | **Piezo1*^Cko^*** |  | **Piezo1*^fl/fl^*** | **Piezo1*^Cko^*** |
| **Heart Rate/min** | 483.17±10.11 | 476.50±15.95 |  | 541.67±14.98 | 538.83±19.47 |
| **QT interval/ms** | 81.50±2.12 | 82.17±2.28 |  | 77.50±1.15 | 76.17±1.28 |
| **PR interval/ms** | 39.83±1.28 | 38.17±1.07 |  | 36.67±1.52 | 37.33±1.02 |

**Supplemental Table V**

| **Yoda1(μM)** | **0** | **1** | **5** | **10** |
| --- | --- | --- | --- | --- |
| **N**  **Beating Rate/min** | 54  15.42±0.39 | 51  23.54±0.26 | 57  34.09±0.58 | 57  33.75±0.82 |
| **APD_50_/ms** | 322.27±8.11 | 309.60±4.57 | 281.18±4.38 | 286.37±4.90 |
| **APD_70_/ms** | 509.98±23.24 | 451.56±9.53 | 382.59±6.15 | 385.20±6.59 |
| **APD_90_/ms** | 1112.79±84.44 | 945.14±42.08 | 616.05±25.08 | 624.88±31.76 |
| **Triangulation**  **(APD_90_-APD_30_)/ms** | 925.39±80.24 | 750.76±46.10 | 441.51±25.94 | 438.10±33.45 |

**Supplemental Figures**

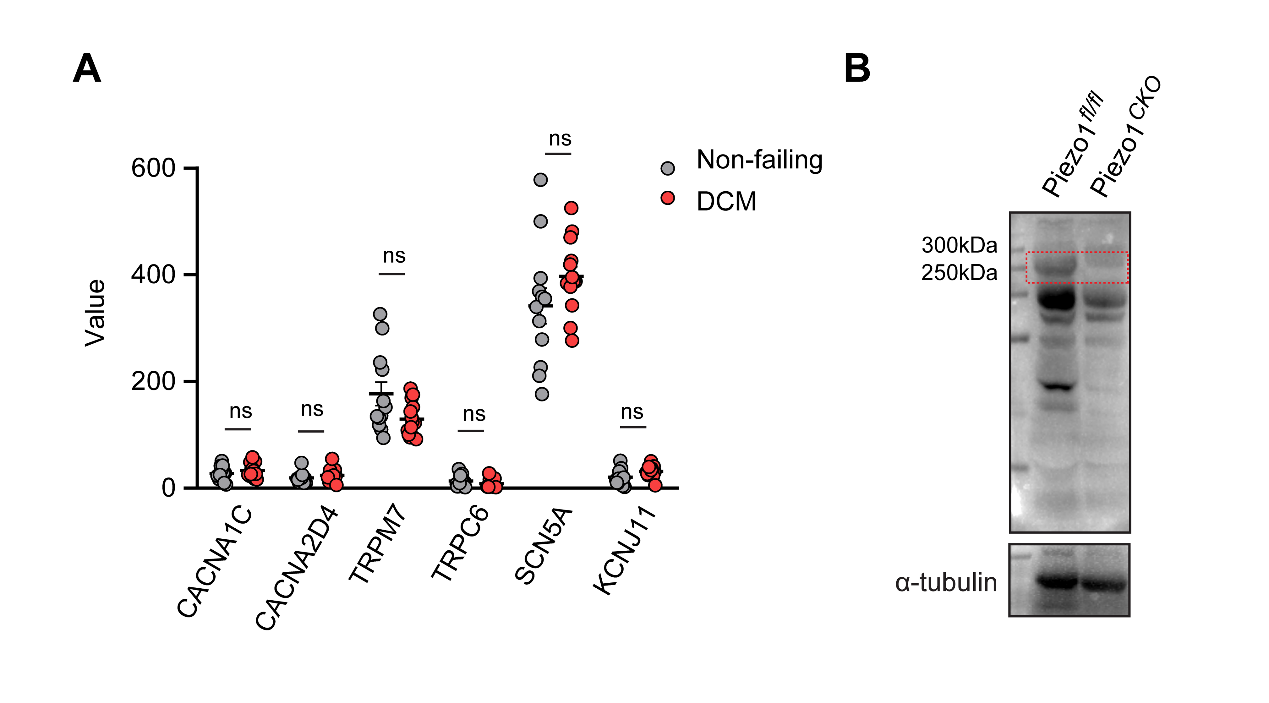

**Supplemental Figure 1. A)** Quantified value of typical ion channel RNA expressions in non-failing human hearts and hearts from patients with dilated cardiomyopathy (DCM) according to the RNA-sequencing data from GSE29819. **B)** Piezo1 knockout efficiency in isolated adult mouse cardiomyocyte was detected by western blotting, with α-tubulin used as a loading control.

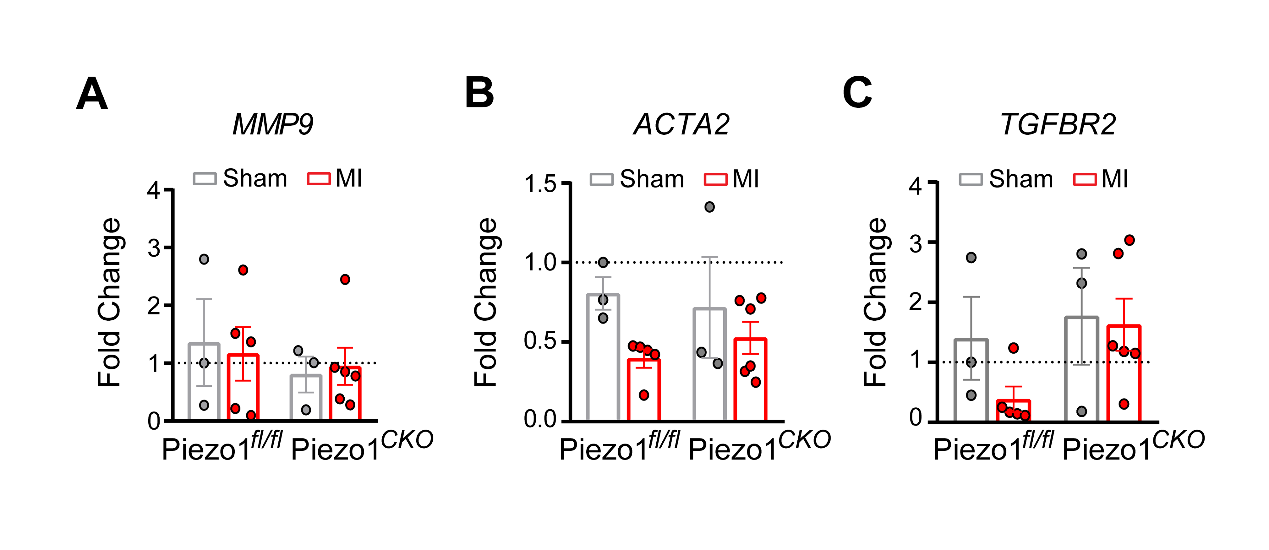

**Supplemental Figure 2. A-C)** Relative expression of *Mmp9*, *Acta2* and *Tgfbr2* in the myocardium from Piezo1*^fl/fl^* and Piezo1*^Cko^* mice at day 42 post-MI were analyzed by real-time PCR.

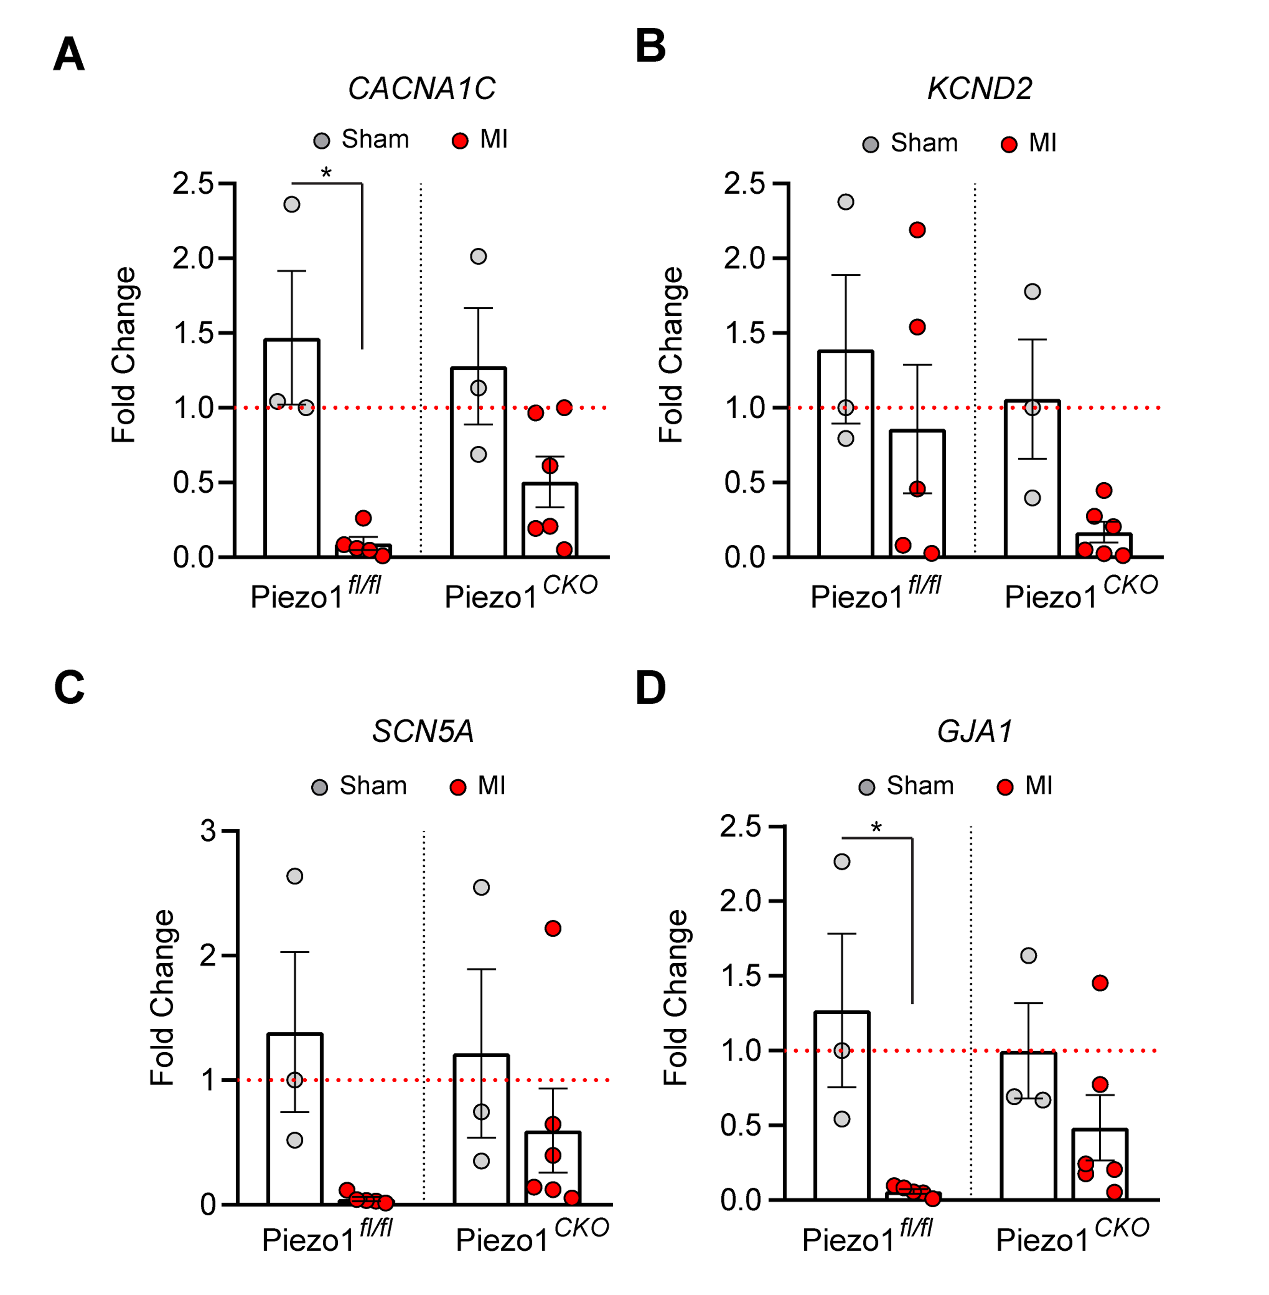

**Supplemental Figure 3. A-D)** Relative expression of *CACNA1C*, *KCND2*, *SCN5A* and *GJA1* in the myocardium from Piezo1*^fl/fl^* and Piezo1*^Cko^* mice at day 42 post-MI were analyzed by real-time PCR.

**Supplemental Figure 4. A)** Detection of CaMKII and Calpain activities in neonatal rat cardiomyocytes following 1h-incubation of Yoda1 within a concentration of 0. 1, 5, 10μM, respectively. *P<0.05, **<0.01.
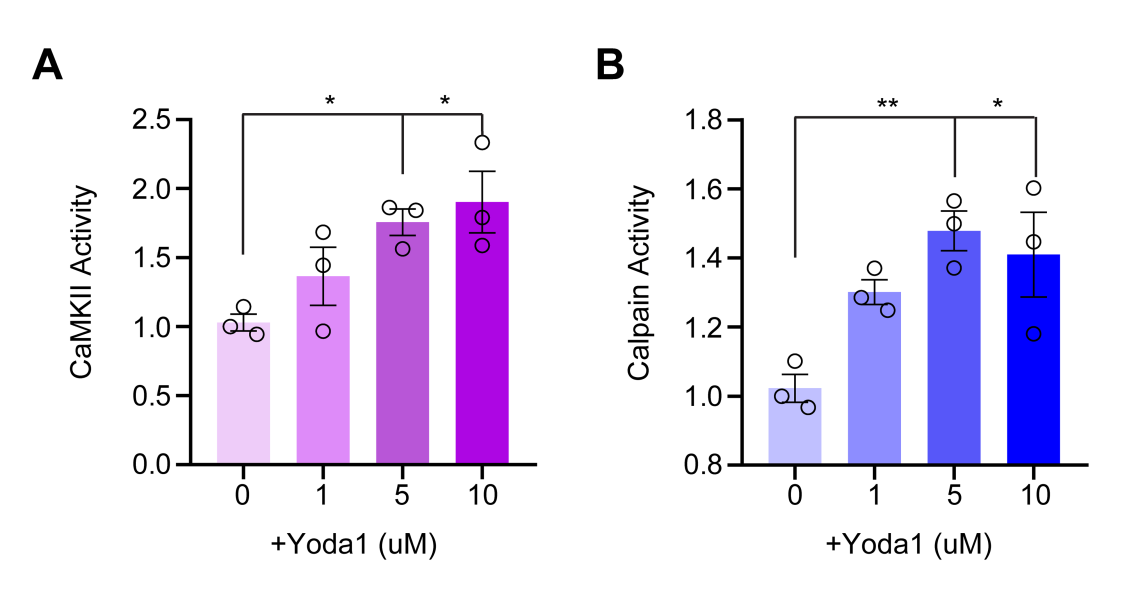

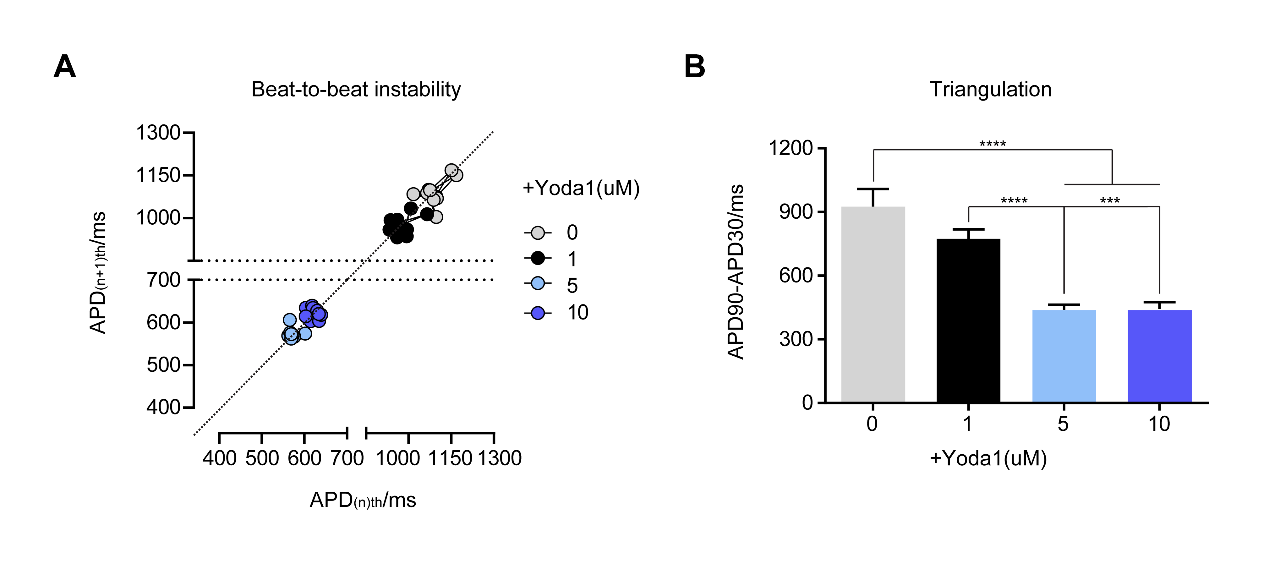

**Supplemental Figure 5. A)** Beat-to-beat instability of action potential of human iPSC-CMs under Yoda1 stimulation were shown by Poincare plots. **B)** Triangulation of action potential of human iPSC-CMs under Yoda1 stimulation was calculated by APD_90_ minus APD_30_. ***P<0.001, ****<0.0001.

**References:**

**1.** Li N, Wehrens XH. Programmed electrical stimulation in mice. *J Vis Exp.* 2010(39).

**2.** Sadredini M, Manotheepan R, Lehnart SE, Anderson ME, Sjaastad I, Stokke MK. The oxidation-resistant CaMKII-MM281/282VV mutation does not prevent arrhythmias in CPVT1. *Physiol Rep.* 2021;9(18):e15030.

**3.** Ackers-Johnson M, Li PY, Holmes AP, O'Brien SM, Pavlovic D, Foo RS. A Simplified, Langendorff-Free Method for Concomitant Isolation of Viable Cardiac Myocytes and Nonmyocytes From the Adult Mouse Heart. *CIRC RES.* 2016;119(8):909-920.

**4.** Zhang J, Wilson GF, Soerens AG, Koonce CH, Yu J, Palecek SP, Thomson JA, Kamp TJ. Functional cardiomyocytes derived from human induced pluripotent stem cells. *CIRC RES.* 2009;104(4):e30-e41.

How the deposited data were processed for this re-analysis (not part of the article)

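RNA sequencing was analysed for 8 libraries of mouse myocardium, 2 in each of the groups labelled fl/fl-Sham, CKO-Sham, fl/fl-MI and CKO-MI, with the MI hearts taken at day 42. Samples were grouped by their deposited labels. The authors made libraries from poly(A) RNA and sequenced them as paired-end reads, and the aligner, counter and annotation release are not named in the paper's text. The identifiers and coordinates in the deposited tables were compared with GENCODE M21 on GRCm38, where 99.7% of the identifiers and 90.8% of the gene coordinates were found. For each of 33249 genes and 94947 transcripts the authors deposited 2 kinds of value. The first is a whole-number count per gene or transcript in each library, without normalization by the authors, read here as about 4 units per read pair. The second is the authors' FPKM, which is normalized to gene or transcript length and to library size. The deposited counts per library ranged from 73821747 to 88117573, or 18455437 to 22029393 read pairs at 4 counts per pair.

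The plan made before the data were examined used limma on log2(FPKM + 1) and, should counts be present, edgeR on the counts. Counts were present, so edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) was used for the values in the passages. Genes with a mean FPKM of at least 0.5 over the 8 libraries were tested, normalization was by TMM, and all libraries were fitted together with a mean per group. Genes were called at an unadjusted p under 0.05 and at least 2-fold change, and counts at a Benjamini-Hochberg adjusted p under 0.05 were given beside them. Standard errors of log2 fold changes were taken from the log2 fold change and the F statistic. The tests were tried on simulated data of the same size with 200 changed genes, and edgeR, limma and DESeq2 recovered 200, 198 and 200 of them. The changed genes had high counts and changes well above 2-fold. Counts were drawn with the spread of edgeR's fit, and no library was set apart from its group. At an adjusted p under 0.05, edgeR made 187 right and 16 wrong calls and DESeq2 193 right and 65 wrong.

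The comparisons were CKO-MI against fl/fl-MI, CKO-Sham against fl/fl-Sham, CKO-MI against CKO-Sham, fl/fl-MI against fl/fl-Sham, and the interaction of genotype and MI. Gene sets were tested with camera of limma 3.58.1 (correlation 0.01), with fry and camera with an estimated correlation as alternatives. The sets were the GO terms calcium ion binding, ion transport and metal ion binding as the authors' table assigns them, and the CaMK and calpain families. The CaMK set included Camk2n1, an inhibitor of CaMKII and not a kinase. Enrichment among called genes was tested with one-sided Fisher's exact tests against the tested genes with a GO term. The genes named were, by a rule set before the data were examined, those the paper names for mouse hearts, those the Cre transgene touches, and in each direction the 5 genes with the largest change at an adjusted p under 0.05. Where fewer than 5 passed, the called genes with the smallest p and no overlap between groups took their place. Atrial genes, Slc15a2, Cxcl10 and the liver, brain and lung genes were named after their values or those of related genes had been seen. Marker lists for cardiomyocytes, fibroblasts, endothelial cells, macrophages, lymphocytes, neutrophils, erythroid cells, atrial tissue, sex, wall stress, cartilage and bone, and adipocytes were written before the data were examined. The GO terms defense response to virus and cellular response to interferon-beta were added after.

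Alternatives set before the data were examined were limma on log2(FPKM + 1), log2(FPKM + 0.1) and log2(FPKM + 0.01), no filter, a mean FPKM of at least 5, quantile normalization, TPM, no trend, only the 4 libraries compared, the replicate number as a block, DESeq2 1.42.0, each library left out in turn, and adjusted p with 2-fold change. RLE normalization in edgeR, counts divided by 4, DESeq2 without a filter, and edgeR's exact test on 4 libraries without a filter were chosen after seeing the data. Tables were handled in Python 3.11.15 with pandas 2.3.3 and SciPy 1.17.1. Intervals cover counting error only. Transcript values were used only for Esr1 and Myh6. Proteomic, physiological and immunoblot data of the paper were not analysed here.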

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

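The comparison of the sham groups was planned and Esr1 and the atrial and wall stress lists were set beforehand, but the tests of each explanation in this part were chosen only after the results had been seen.

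Esr1 was high in 3 libraries in a way the group labels do not follow, and the paper does not discuss this gene. It had 331 CPM in the library labelled fl/fl-MI 2, 707 CPM in CKO-MI 1 and 402 CPM in CKO-MI 2, against at most 8.36 CPM in the other 5. A rise of Esr1 after MI cannot be excluded, because all sham libraries were low (5.52 to 8.36 CPM) and only MI libraries were high. The library labelled fl/fl-MI 1 stayed at 7.75 CPM, so Esr1 was not raised in every MI library. Transcripts of the Myh6-cre/Esr1* transgene are a candidate explanation. A short transcript at the 5' end of Myh6 (ENSMUST00000124930) had at least 2.07 FPKM in the same 3 libraries and at most 0.11 FPKM in the other 5. By this reading, the libraries labelled CKO-Sham may come from mice without the transgene. Their Esr1 reached 7.6 CPM, within the range of fl/fl-Sham, although Myh6 itself had 13961 and 13549 CPM there. The same reading would give the library labelled fl/fl-MI 2 another genotype than its label, and H2-Q6 cannot test this. In that library H2-Q6 had 51.8 CPM, close to the other fl/fl libraries (48.2 to 65 CPM) and above the CKO libraries (22.1 to 25.9 CPM). H2-Q6 lies on chromosome 17, while A1cf, near which the transgene lies, is on chromosome 19 and Piezo1 on chromosome 8. Littermates with and without the transgene could therefore share a variant of H2-Q6. A mixture with RNA from another heart was not tested. Piezo1 did not separate the labels either. Apart from MI, no biological explanation was tested.

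Genes of the atria were high in the library labelled fl/fl-MI 2, which the paper does not report. Myl4 had 2810.4 CPM and Bmp10 3834 CPM there, 58.6 and 204 times the highest other library. Sln had 309.7 CPM and Myl7 1156 CPM. Nppa, which is also a wall stress gene, was 2.66 times the highest other library and was high in the other MI libraries too. A return to a fetal or wall stress program after MI stays open, because wall stress genes were mixed in the library labelled fl/fl-MI 2. Nppb (197 CPM) and Ankrd1 (2475 CPM) were above all sham libraries (at most 78.5 and 619 CPM), though the lowest of the MI libraries. Acta1, at 18.8 CPM, and Myh7, at 607 CPM, were the lowest of the 8 in the library labelled fl/fl-MI 2. Atrial tissue in the sampled myocardium is a candidate explanation that stays open, since the ventricular gene Myl2 was also lowest there, at 801 CPM, and Myl3 at 886 CPM. Reads from a library of another tissue cannot be told apart by the genes chosen for it, because the highest of Alb, Syt1 and Sftpc was 6.03 CPM and these are genes of other organs than the atria. Atrial remodelling after MI in that heart was not tested and stays open.

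Slc15a2 was lower in the libraries labelled CKO-Sham than in fl/fl-Sham, with a log2 fold change of -4.33 (standard error 0.30, adjusted p = 0.0245 in edgeR with Benjamini-Hochberg adjustment), in both libraries of each group. The adjusted p did not stay under 0.05 when any of the sham or CKO-MI libraries was left out. The paper does not discuss this gene. A strain variant linked to the genotype groups could give this, and the same direction was seen after MI, with a log2 fold change of -1.74. That value cannot be told apart from an effect of genotype, because such a variant and the genotype would separate the same libraries. The low Esr1 of the libraries labelled CKO-Sham bears on the second reading as described above.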

How the results depend on the processing

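RLE normalization, counts divided by 4, DESeq2 without a filter and edgeR's exact test were chosen after seeing the data, and all other alternatives before. Nothing planned was left out, except that fry and the estimated correlation apply to gene sets only and that the interaction needs all groups.

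The number of genes called between CKO-MI and fl/fl-MI stayed within 1.5 times of 450 in 6 of 16 alternatives that keep all libraries. It moved to 167 with limma on log2(FPKM + 1), with or without a trend, 256 on TPM, 125 with quantile normalization and 240 with only the 4 libraries compared. It moved to 1183 with no filter and 107 at a mean FPKM of at least 5, as more or fewer genes were tested. With adjusted p it was 0. Without a filter, DESeq2 gave 1166 and edgeR's exact test 829. The share of lower genes stayed above 76% in all 15 of these alternatives with called genes, at 80.8% with log2(FPKM + 0.1) and with only the 4 libraries compared, 79.4% with log2(FPKM + 0.01) and with no filter, 76.8% with quantile normalization and 76.2% in DESeq2 without a filter. The number at adjusted p under 0.05 was 211 in DESeq2, 229 in DESeq2 without a filter and 11 in edgeR's exact test. For the interaction it was 1 with no filter, 130 in DESeq2 and 126 in DESeq2 without a filter. Apart from the filters, the cause was not tested.

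With each of the 8 libraries left out in turn, the count ranged from 360 to 1613, the share of lower genes from 51.4% to 86.1% and the number at adjusted p under 0.05 from 0 to 1674. The highest count and the lowest share came without the library labelled fl/fl-MI 1, and without that labelled fl/fl-MI 2 the share was 66.9%. The interaction ranged from 0 to 751 genes at adjusted p under 0.05, the highest without the library labelled fl/fl-MI 1. A group left with 1 library is assumed to vary like the others. Piezo1 ranged from -0.08 to 0.18.

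For CKO-Sham against fl/fl-Sham (125 called), the count was 35 with limma on log2(FPKM + 1), with or without a trend, 48 with quantile normalization and on TPM, 31 at a mean FPKM of at least 5, 557 with no filter, 236 with only the 4 libraries compared and 1 with adjusted p. It was 583 in DESeq2 without a filter and 678 in edgeR's exact test, and 116 to 198 with 1 library left out. For CKO-MI against CKO-Sham (2382), it was 3616 and 3826 with pseudocounts of 0.1 and 0.01, 1002 at a mean FPKM of at least 5, 1221 with quantile normalization, 5991 on TPM, 3601 in DESeq2 without a filter and 3761 in edgeR's exact test, and 1826 to 2597 with 1 library left out. For fl/fl-MI against fl/fl-Sham (2165), it was 3441 and 3622 with these pseudocounts, 3466 with no filter, 859 at a mean FPKM of at least 5, 1072 with quantile normalization, 6250 on TPM and 3476 in DESeq2 without a filter, and 1721 to 2639 with 1 library left out. The cause was not tested.

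The replicate numbers were checked for pairing. Correlations of the within-group differences between groups lay between -0.14 and 0.06, so the libraries share only a number. With the replicate number as a block, 344 genes were called between CKO-MI and fl/fl-MI, 57 higher and 287 lower.

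The medians of metal ion binding and calpain genes kept their sign or were 0 in every alternative run. Calcium ion binding passed an adjusted p under 0.05 with no filter (median -0.16) and in DESeq2 without a filter (-0.13). Ion transport did so at -0.17 and -0.14, and CaMK genes in DESeq2 without a filter (-0.27), while the CaMK median was 0.08 at a mean FPKM of at least 5, where 2 genes were left. Ion transport (-0.11) and CaMK genes (-0.59) also passed without the library labelled fl/fl-MI 1. With 1 library left out, calcium ion binding ranged from -0.11 to -0.03, ion transport from -0.11 to 0.05, metal ion binding from 0 to 0.09, CaMK genes from -0.59 to -0.10 and calpain genes from 0.01 to 0.19. The positive ion transport value came without the library labelled fl/fl-MI 2.

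Among 40 named genes, 813 of 906 values under the alternatives kept their direction and side of the threshold, 61 passed it newly and 32 reversed, in 15 genes. Capns1 reversed to 0.01 with no filter, in DESeq2 and with RLE, to 0.02 in edgeR's exact test, to 0.03 with quantile normalization and to 0.04 in DESeq2 without a filter. Capn7 reversed to 0.01 with quantile normalization and in DESeq2 without a filter, Rcan3 to 0.01 and Camk2d to 0.02 in DESeq2 without a filter, and Myh6 to 0.28 with quantile normalization. With 1 library left out, the ranges that crossed 0 were -0.41 to 0.31 (Rcan3), -1.29 to 0.20 (Camk2a), -0.10 to 0.12 (Capns1), -0.10 to 0.04 (Capn7), -0.29 to 0.23 (Camk2d), -0.92 to 0.30 (Camk2b), -0.91 to 0.97 (Myh6), -7.85 to 0.56 (Sln), -8.01 to 0.13 (Myl7), -8.31 to 0.21 (Bmp10), -1.88 to 0.83 (Kcnd2), -0.75 to 0.82 (Mmp9), -0.30 to 0.41 (Tgfbr2), -1.01 to 0.93 (Atp2a2) and -0.32 to 0.90 (Ryr2). Depth limits only genes with few counts, since each library holds at least 18455437 read pairs at 4 counts per pair.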

Differences from the paper's values

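The alternatives set before the data were examined are named for each value, and those chosen after seeing the values are marked.

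The paper gives 1356 differentially expressed genes between CKO-MI and fl/fl-MI, 1095 of them down-regulated and 261 up-regulated. The values here were 450, 381 and 69. Of the alternatives set before the data were examined, no filter on low values came within 1.5 times of all the paper's values, with 1183, 939 and 244. Leaving out the library labelled fl/fl-MI 1 came within that range for the first 2 values (1613 and 829) but not for up-regulated genes (784). Limma on FPKM with each pseudocount and without a trend, a mean FPKM of at least 5, quantile normalization, TPM, only the 4 libraries compared, the replicate block, DESeq2, adjusted p with 2-fold change and the other 7 libraries left out in turn did not. DESeq2 without a filter, chosen after seeing the values, came within 1.5 times of all 3 values, with 1166, 889 and 277. EdgeR's exact test without a filter, also chosen after seeing the values, did not (829, 673 and 156).

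For CKO-Sham against fl/fl-Sham the paper shows about 950 genes in Fig. 6A, read by eye, against 125 here. None of the alternatives set before the data were examined came within 1.5 times, the nearest being no filter with 557. EdgeR's exact test without a filter (678) came within 1.5 times and DESeq2 without a filter (583) did not, both chosen after seeing the values. For CKO-MI against CKO-Sham it shows about 5400 genes in Fig. 6A, read by eye, against 2382 here. Limma on log2(FPKM + 0.1), on log2(FPKM + 0.01) and on TPM came within 1.5 times (3616, 3826 and 5991). The other alternatives set before the data were examined did not. DESeq2 without a filter (3601) and edgeR's exact test (3761), both chosen after seeing the values, also came within that range. For fl/fl-MI against fl/fl-Sham it shows about 4800 genes in Fig. 6A, read by eye, against 2165 here. The same 3 alternatives (3441, 3622 and 6250) and no filter (3466) came within 1.5 times, and the others set before the data were examined did not. DESeq2 without a filter (3476) and edgeR's exact test (3201), both chosen after seeing the values, also came within that range.

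In Fig. 6D the paper shows, read by eye, about 55 down-regulated and about 7 up-regulated genes for ion transport, against 12 and 3 here. It shows about 140 and about 20 for metal ion binding in Fig. 6D, read by eye, against 54 and 5 here. For calcium ion binding it shows about 62 and about 10 in Fig. 6D, read by eye, against 16 and 4 here. No filter on low values came within 1.5 times of all 6 values, with 47 and 6 for ion transport, 132 and 20 for metal ion binding, and 53 and 9 for calcium ion binding. DESeq2 did so for up-regulated ion transport genes (5), and leaving out the library labelled fl/fl-MI 1 for down-regulated metal ion binding genes (131). Leaving out the library labelled CKO-MI 1 did so for up-regulated metal ion binding (17) and calcium ion binding genes (10). No other alternative set before the data were examined did so for any of the 6 values. DESeq2 without a filter, chosen after seeing the values, came within 1.5 times of all 6, with 45 and 8 for ion transport, 121 and 17 for metal ion binding, and 48 and 10 for calcium ion binding. EdgeR's exact test, chosen after seeing the values, did so only for up-regulated ion transport (5) and metal ion binding genes (14).

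The paper states that calpains were down-regulated. Of 8 expressed calpain genes here, 2 were lower and 6 higher in CKO-MI than in fl/fl-MI by the labels, and Capn1 had a log2 fold change of 0.08. It also states that CaMKII was down-regulated. Of 4 CaMKII genes 3 were lower here and none was called, while Camk2a was called without the library labelled fl/fl-MI 1, with a log2 fold change of -1.29. With all libraries the called genes of each of the GO terms were mostly lower, as the paper states, but not those of metal ion binding without the library labelled fl/fl-MI 1 (131 of 305) or of calcium ion binding without that labelled CKO-MI 1 (8 of 18). The paper describes Piezo1 as deleted in cardiomyocytes of the CKO mice, and it checked the protein by Western blot in isolated adult cardiomyocytes (Fig. S1B). The Piezo1 counts here are of all cell types of the myocardium and all exons, and were not lower in the libraries labelled CKO-MI, with a log2 fold change of 0.03.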

Other observations

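The tests of a single library, of sex and of the atrial list for the excess of lower genes were chosen before the result was seen, and the value used for scar or immune tissue and the tests on the interferon response only after.

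More genes were lower than higher in CKO-MI against fl/fl-MI, by the labels. A difference in sex is argued against by the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y, the lowest of which had 15.3 CPM in any library. A single library may account for part of the excess, as the share of lower genes was 66.9% without the library labelled fl/fl-MI 2. It was 71.1% without CKO-MI 1, 75.4% without CKO-MI 2 and 51.4% without fl/fl-MI 1, where the lower genes rose to 829 and the higher genes to 784. Of the 381 lower genes, 331 were still called without fl/fl-MI 1, 148 without CKO-MI 1 and 151 without CKO-MI 2, with 0 reversed, against 111 still called and 39 reversed without fl/fl-MI 2. Atrial tissue in some libraries may do so too. The 5 atrial genes were higher in the library labelled fl/fl-MI 2 than in fl/fl-MI 1 by a median of 8.14 on the log2 scale, and their median change in CKO-MI against fl/fl-MI was -6.98, or 0.13 without that library. A different share of scar or immune tissue cannot be told apart from the other explanations, because the 12 fibroblast genes had a median of -0.01 with 6 lower, while they differed within fl/fl-MI by a median of -1.65. All 12 were lower (median -0.61) with that library left out, and all 12 higher (median 1.11) with the library labelled fl/fl-MI 1 left out. An effect of Piezo1 deletion stays open as untested, since Piezo1 itself did not separate the labels.

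Genes of the cellular response to interferon-beta were lower in CKO-MI than in fl/fl-MI, 31 of 40, with a median of -0.41 (limma's camera adjusted p = 2.28e-05, fry adjusted p = 0.59). The log2 level of this list in the library labelled fl/fl-MI 2, minus that in fl/fl-MI 1, had a median of -1.07. A single fl/fl-MI library as the source cannot be told apart from a difference between the groups. Without the library labelled fl/fl-MI 1, their median was -0.04, but 21 genes were lower and 19 higher, and without that labelled fl/fl-MI 2 it was -0.87. The same list was also lower in CKO-Sham than in fl/fl-Sham (32 of 40, median -0.20, camera adjusted p = 0.00319, fry adjusted p = 0.897), where no fl/fl-MI library enters. The fry test gave adjusted p = 0.437 without the first and adjusted p = 0.0141 without the second of these libraries. Fewer macrophages in the CKO-MI libraries cannot be told apart either, since the macrophage list had a median of -0.30 without the library labelled fl/fl-MI 1, with all 8 genes lower (fry adjusted p = 0.556). Cxcl10, named after its values were seen, changed by -2.23, and by between -2.33 and -2.09 with each library left out. Genes of the defense response to virus had a median of -0.12 (mean -0.25, camera adjusted p = 0.0129, fry adjusted p = 0.59).

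The marker lists gave these median log2 fold changes in CKO-MI against fl/fl-MI, over the genes past the filter. The p-values of limma's camera and fry were adjusted over 24 lists. Cardiomyocyte genes had 0.30 (10 of 12 higher, camera adjusted p = 0.00911), macrophage genes -0.53 (8 of 8 lower, camera adjusted p = 9.04e-05) and erythroid genes -0.83 (5 of 5 lower, camera adjusted p = 0.0134). None of these held under fry, with adjusted p = 0.59, adjusted p = 0.59 and adjusted p = 0.627. With each MI library left out in turn, the cardiomyocyte median ranged from 0 (without CKO-MI 1) to 0.56 (without CKO-MI 2). The macrophage median ranged from -1.12 (without CKO-MI 2) to -0.19 (without CKO-MI 1). The erythroid median ranged from -1.16 (without fl/fl-MI 2) to -0.38 (without fl/fl-MI 1). The atrial list (camera adjusted p = 0.000946) had a fry adjusted p = 0.59. Endothelial genes had 0.16, lymphocyte genes -0.32, neutrophil genes -0.89, wall stress genes 0.32, cartilage and bone genes -0.65, adipocyte genes -0.40 and Y-linked genes 0. Several of these reversed with a single library left out. Without fl/fl-MI 2, lymphocyte genes had 0.62, neutrophil genes 1.04 and adipocyte genes 0.63. Without fl/fl-MI 1, these had -0.87, -1.69 and -1.04, while cartilage and bone genes had 0.73 and endothelial genes -0.05. Xist had at most 12.8 CPM in any library. Between the sham groups, erythroid genes, whose Hba and Hbb paralogs share reads, had -2.05 (5 of 5 lower, camera adjusted p = 4.52e-16), wall stress genes 0.86 (4 of 5 higher, camera adjusted p = 0.00189) and cartilage and bone genes 0.97 (4 of 4 higher, camera adjusted p = 0.0433). All 3 had a fry adjusted p = 0.897. Ryr2 is both a cardiomyocyte and a calcium handling gene, and Nppa is in the atrial and wall stress lists.

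Genes that the paper measured by other means had these changes in RNA in CKO-MI against fl/fl-MI. Gja1 changed by 0.83, Cacna1c by 0.54 and Kcnd2 by -1.10. The genes of Fig. S2 had a median of -0.18, with Acta2 at -0.98, Mmp9 at -0.18 and Tgfbr2 at 0.08. Atp2a2, which encodes SERCA2, changed by -0.36 and Ryr2 by 0.15. Both rose to 0.93 and 0.90 when the library labelled fl/fl-MI 2 was left out. Piezo2 had between 1.16 and 9.96 CPM, and A1cf, near which the transgene lies, at most 0.598 CPM. Myh6 changed by -0.27, and by 0.97 without the library labelled fl/fl-MI 2. The CaMKII genes had a median of -0.24 (3 of 4 lower), and 0.25 (4 of 4 higher) without that library. In these observations no explanation was tested.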
